# IL-4 induces reparative phenotype of RPE cells and protects against retinal neurodegeneration via Nrf2 activation

**DOI:** 10.1038/s41419-022-05433-0

**Published:** 2022-12-20

**Authors:** Tian Zhou, Ziqi Yang, Biyan Ni, Hong Zhou, Huiyi Xu, Xiaojing Lin, Yingmin Li, Chunqiao Liu, Rong Ju, Jian Ge, Chang He, Xialin Liu

**Keywords:** Interleukins, Neurodegeneration

## Abstract

Retinal degeneration is a kind of neurodegeneration characterized by progressive neuronal death and dysfunction of retinal pigment epithelium (RPE) cells, leading to permanent visual impairment. It still lacks effective therapeutic options and new drugs are highly warranted. In this study, we found the expression of IL-4, a critical regulator of immunity, was reduced in both patients and mouse models. Importantly, exogenous intravitreal IL-4 application could exert a novel neuroprotective effect, characterized by well-preserved RPE layer and neuroretinal structure, as well as amplified wave-amplitudes in ERG. The RNA-seq analysis revealed that IL-4 treatment suppressed the essential oxidative and pro-inflammatory pathways in the degenerative retina. Particularly, IL-4 upregulated the IL-4Rα on RPE cells and induced a reparative phenotype via the activation of Nrf2 both in vitro and in vivo. Furthermore, the Nrf2-/- mice displayed no recovery in response to IL-4 application, highlighting a significant role of Nrf2 in IL-4-mediated protection. Our data provides evidence that IL-4 protects against retinal neurodegeneration by its antioxidant and anti-inflammatory property through IL-4Rα upregulation and Nrf2 activation in RPE cells. The IL-4/IL-4Rα-Nrf2 axis maybe the potential targets for the development of novel therapies for neurodegenerative diseases.

## Introduction

Retinal degenerative diseases are a heterogeneous group of progressive neurologic disorders, including age-related macular degeneration (AMD) and retinitis pigmentosa (RP), which are worldwide leading causes of irreversible blindness. These diseases are characterized by progressive degeneration of the retinal pigment epithelium (RPE) and/or overlying photoreceptors [1, 2]. RPE is injured in response to oxidative stress and there is lack of effective anti-oxidative agents for RPE protection [3]. In clinical trials, the effect of anti-oxidative diet therapy is limited in most cases, and the trials on replacing dysfunctional/damaged RPE are still in progress [4–6].

IL-4, a pleiotropic cytokine, plays an essential role in the regulation of a variety of immune responses, including Th2 cell-mediated immunity, IgE class switching in B cells, and macrophage activation towards M2 phenotype [7–10]. Targeting IL-4 in Th2 cell-mediated immune response has led to the clinical application of IL-4 antagonist, dupilumab, in treatment of atopic dermatitis [11]. Meanwhile, the action of IL-4-induced M2 macrophage transition makes IL-4 a potential therapeutic target for macrophage-mediated diseases [12–14]. For instance, IL-4 improves myocardial repair and enhances function of damaged hearts through induction of M2-reparative macrophages [15]; Clinical trials targeting IL-4 has also been demonstrated safe for cancer treatment [16]. The IL-4 signaling is mediated through the IL-4R α-chain (IL-4Rα), which dimerizes either with the common γ-chain or with the IL-13Rα, constituting type I or II IL-4 receptors, respectively [17]. The IL-4Rα expression is not limited to the hematopoietic T cells, B cells and macrophages, but also in endothelial cells, fibroblasts, and RPE cells [18–20]. It would be valuable to know whether IL-4/IL-4Rα signaling is also involved in functions and related diseases of these cell types, thus to extend the repertoire of IL-4 clinical applications.

In this study, we investigated the role of IL-4 on RPE cells in two retinal neurodegeneration mouse models, including the sodium iodate (NaIO_3_)-induced mouse and the inherited rd10 mouse [21]. We observed excessive inflammation responses in the NaIO_3_-induced retinae with downregulation of IL-4 expression. The choroid complex of AMD patients and rd10 mice also displayed decreased IL-4 expression. Supplementing IL-4 was able to rescue RPE cells and protect against the degenerative retina in both NaIO_3_ induced retinae and rd10 mice. The salient protective property of IL-4 points to a novel therapeutic approach for treating retinal degenerative diseases. We further found the IL-4/IL-4Rα-Nrf2 axis being crucial for protecting RPE cells against inflammation and oxidative stress.

## Results

### Aberrant inflammation and reduction of IL-4 expression in the degenerative retinae

Inflammation is a hallmark of retinal degenerative diseases [22]. 

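RNA was sequenced from the RPE/choroid/sclera complex, the outer wall of the posterior eye that is left after the neuroretina has been removed. It holds the retinal pigment epithelium, the vascular choroid and the fibrous sclera. The samples compared for the NaIO_3_ model were 4 from PBS mice and 4 from mice given 20 mg/kg NaIO_3_ intravenously, collected on day 7. For NaIO_3_ mice that serve as controls of IL-4, the methods also give 0.2% BSA by intravitreal injection. They name no intravitreal injection for the PBS mice. An effect of that injection could thus not be told apart from an effect of NaIO_3_ in this comparison. The authors removed low-quality reads, aligned the rest with STAR and deposited the number of reads counted on each of 55401 genes in each sample, without normalization. The methods name Hisat2 for the counting, and the paper's text names no genome build, annotation version or strand setting. The methods name a NEBNext Ultra kit for the libraries, whereas the sample labels name a TruSeq kit. Between 32818427 and 36723678 reads per sample were counted in the PBS group, with a median of 34275193.5. In the NaIO_3_ group the totals ran from 32896468 to 38850276, with a median of 34360286.5. Counts were normalized for library size by the TMM method of edgeR and are given as CPM, as mean ± SD with n = 4 samples per group. Each gene with enough counts for filterByExpr was tested with edgeR's quasi-likelihood test, which is two-sided, and p-values were adjusted over all genes tested by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05 and a change of more than 2-fold, the limits given in the methods. Gene positions are those of GENCODE M21 on GRCm38, matched through the Ensembl identifiers, of which 55141 were found there.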

To obtain the gene expression landscape of inflammation in retinal degeneration, thereby identify potential mediators, we aimed to take an unbiased experimental approach of deep sequencing of the RPE/choroid/sclera complex, the main pathological lesions in the NaIO_3_-induced retinal degeneration model. NaIO_3_, a stable oxidizing agent, can trigger the accumulation of reactive oxygen species (ROS) in RPE cells by converting glycine to potentially toxic glyoxylate, resulting in rapid ablation of RPE and consequent photoreceptor loss, resembling the degeneration progression in the dry AMD [23, 24]. 

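In the comparison of the NaIO_3_ group with the PBS group, 1877 of the 18246 genes tested were called, 1057 of them upregulated and 820 down-regulated in NaIO_3_. The alternative that moved this number most was to drop the limit on the fold change, which gave 3566 genes. Among the genes chosen by their change and by separation of the groups, Col10a1 (ENSMUSG00000039462, chromosome 10, 34389981 to 34397085) rose most, from 249 to 427 counts per sample in PBS to 6572 to 9616 counts in NaIO_3_. Its log2 fold change was 4.29 (standard error 0.19, adjusted p = 2.07e-05 from edgeR's quasi-likelihood test). Cd209a followed with 4.02, the chemokine receptor gene Ccr2 with 3.62, Serpina3n with 3.41 and Clec7a with 3.30. The largest falls were those of genes of the visual cycle and of the pigment epithelium. Lrat (ENSMUSG00000028003, chromosome 3, 82892579 to 82903973) went from 1722 ± 469 CPM to 28.4 ± 14.9 CPM, a log2 fold change of -5.90 (standard error 0.43, adjusted p = 3.54e-05 from edgeR's quasi-likelihood test). Rpe65 stood at 2719 ± 193 CPM in PBS and 71.1 ± 33.2 CPM in NaIO_3_, where replicate 2 had 121 CPM and the other samples between 53.4 and 56.1 CPM. The log2 fold changes were -5.65 for Ermap, -5.23 for Rpe65, -4.70 for Rgr and -4.60 for Slco1c1. For each of these 10 genes, every NaIO_3_ sample lay on one side of every PBS sample, as the choice of the genes required. Lists of cytokine genes, immune receptor genes and chemokine genes, written by hand for terms of this kind, were then compared with the genes raised by NaIO_3_ by a one-sided Fisher's exact test against all genes tested, of which 5.79% were raised. These 3 lists were picked from the 13 written after values had been looked at. Of 82 immune receptor genes tested, 41 (50.0%) were raised, an odds ratio of 16.9 (p = 3.87e-29, Benjamini-Hochberg adjusted p = 1.16e-28, Fisher's exact test). With p-values adjusted over the list alone, 43 were raised. They included Ccr7 with a log2 fold change of 3.62, Flt3 with 3.57, Klrk1 with 2.91 and Cx3cr1 with 2.73. Of 49 cytokine genes, 9 (18.4%) were raised, and 12 adjusted over the list alone, an odds ratio of 3.68 (p and adjusted p = 0.00179, Fisher's exact test). Spp1 had the highest expression of these and a log2 fold change of 2.75, while Il1b had 2.14. Of 33 chemokine genes, 10 (30.3%) were raised, and as many adjusted over the list alone, an odds ratio of 7.13 (p = 1.11e-05, adjusted p = 1.66e-05, Fisher's exact test). Among them Ccl17 had a log2 fold change of 4.22, Ccl5 2.16 and Ccl2 1.28.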

The Gene Ontology analysis of the entire set of upregulated genes in NaIO_3_ group revealed the significant enrichment for terms related to regulation of cytokine production (Fig. 1A), immune receptor activity, and cytokine activity (Fig. 1B) among the top ones.

**Fig. 1:**
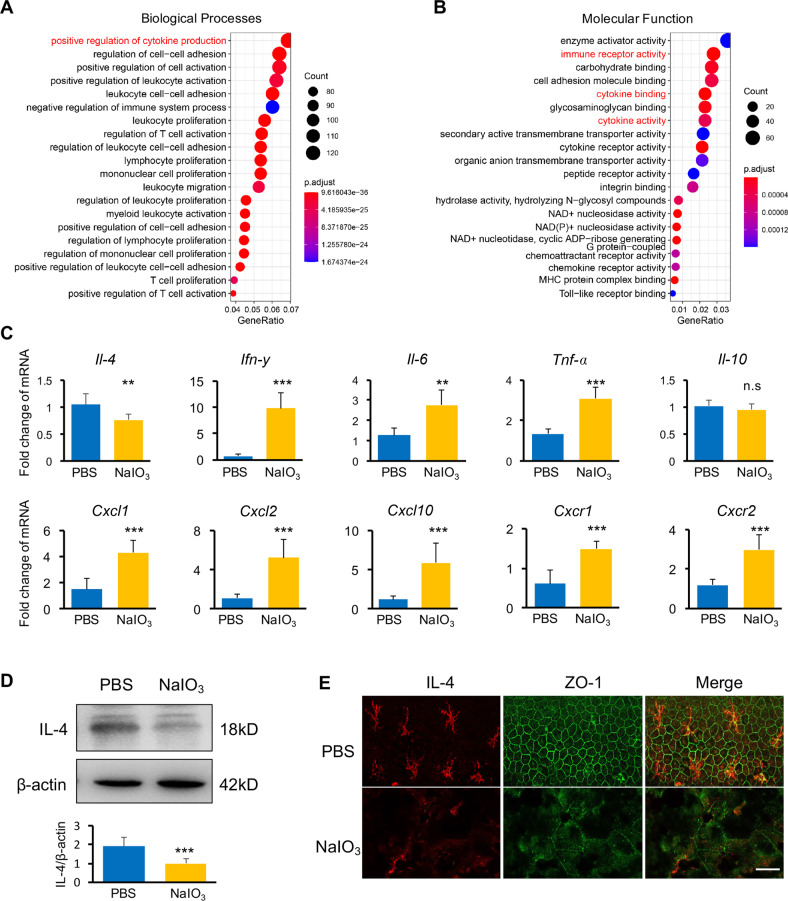
NaIO_3_-induced degenerative retinae underwent inflammatory responses and displayed decreased IL-4 expression. **A**, **B** GO enrichment of the upregulated DEGseq in NaIO_3_-induced degenerative retinae showed the enriched differentially expressed mRNAs in biological processes (**A**) and molecular function (**B**). **C** qPCR analysis showed decreased mRNA levels of IL-4 in NaIO_3_-induced degenerative retina, while the pro-inflammatory cytokines and chemokines/chemokine receptors, including *Ifn-γ*, *Il-6*, *Tnf-α*, *Cxcl1*, *Cxcl2*, *Cxcl10*, *Cxcr1* and *Cxcr2* were significantly increased. The anti-inflammatory *Il-10* had no significant difference between the NaIO_3_-induced retina and normal control, *n* = 3. **D** Western blotting analysis showed marked decreased IL-4 expression in the NaIO_3_-retinae in comparison to controls, *n* = 3. **E** Lack of IL-4 expression (red) and broken ZO-1-positive RPE barrier (green) were observed in the NaIO_3_-induced RPE flat-mount sheet by immunohistochemistry analysis. Scale bar, 50 µm. *n* = 3. Data are shown as mean ± SEM, **P < 0.01, ***P < 0.001, n.s: not significant, unpaired Student’s *t*-test in **C** and **D**.

Next, we performed the qPCR to validate the expressions of common cytokines. Interestingly, among the eight cytokines or chemokines tested, IL-4 was the only one significantly reduced in the NaIO_3_-induced RPE/choroid/sclera complex while the others were either drastically elevated, such as *Ifn-γ*, *Il-6*, *Tnf-α*, *Cxcl1*, *Cxcl2*, and *Cxcl10*, or unchanged (*Il-10*) (Fig. 1C). The expressions of chemokines receptors *Cxcr1* and *Cxcr2* were also increased (Fig. 1C). The lower expression of IL-4 in the NaIO_3_-treated group of the RPE/choroid/sclera was further confirmed at protein level by Western blotting (Fig. 1D). Immunohistochemistry analysis of flat-mount RPE sheet further validated very low level of IL-4 expression in the NaIO_3_-induced RPE monolayer (Fig. 1E).

In addition, we analyzed a published single-cell transcriptomics data of human RPE and choroid from the health and macular degeneration patients [25, 26] (GSE135922 from NCBI GEO database). The cells were clustered into RPE, endothelial cells, pericytes, fibroblasts, melanocytes, schwann cells, and immune cells (Fig. S1A, B). The violin plot data showed that IL-4 was mainly enriched in immune cells and was particular decreased in the sample from macular degeneration patients (Fig. S1C, D). We further interrogated those immune cells into different types, including microglia/macrophage, NK/T cells, B cells, mast cells, and others with respective makers according to previous studies [25, 27, 28]. Interestingly, IL-4 was mainly expressed in microglia/macrophage (Fig. S1E), which are consistent with the branchy morphology of the microglia in Fig. 1E. The RPE-sclera complex from rd10 mice also displayed decreased IL-4 expression in comparison to the same-age wild type mice (Fig. S3A). These data collectively suggested that the reduction of IL-4 expression involved in the process of retinal degeneration.

### Exogenous IL-4 preserved neuroretinal structure and function in the degenerative retina

Given IL-4 as the critical decreased cytokine in the degenerative retina in addition to its anti-inflammation function, we wondered whether IL-4 supplement might be protective for the retinal degeneration. To test this speculation, IL-4 was injected intravitreally to the NaIO_3_-induced mice and rd10 mice. As shown in Fig. 2A, pale-colored retinae with structural damages such as white dot-like or linear lesions were observed by funduscopy in NaIO_3_ injected retinae contrasting to that of PBS-injected reddish-orange controls; whilst IL-4 treatment significantly alleviated these pathological changes. When performed OCT scan, RPE band in the NaIO_3_-treated eye exhibited aberrant hyperreflective discrete foci (Fig. 2B, red arrows), indicating the RPE lesions. In contrast, the IL-4-treated RPE exhibited as a smooth, continuous, and uniform reflectiveness RPE band, more close to that of the PBS-treated controls (Fig. 2B). In addition, the reduced thickness of ONL in NaIO_3_-induced retina was recovered after IL-4 treatment (Fig. 2B). Consistently, many crumby-structure patches (yellow arrows), possibly the pathologic aggregation of melanin in the RPE cells, were observed in the NaIO_3_-retina in H&E staining (Fig. 2C). Besides, the discontinue degenerated RPE layer was usually associated with retinal folds (yellow stars) in the NaIO_3_-retina, which were severer in the mid-periphery location than those in the center or periphery (Fig. 2C). Notably, IL-4 treatment largely preserved the well-organized RPE layer and inhibited the associated photoreceptor degeneration, with less melanin rich aggregation and ONL folds (Fig. 2C). On flat-mount RPE sheet, NaIO_3_ disrupted the hexagonal-packaging of RPE cells and barrier as indicated by a tight junction marker, ZO-1 staining, particular in the center and mid-periphery. IL-4 treatment again remarkably rescued these pathogenic phenotypes (Fig. 2D). Finally, ERG analysis was used to determine neuroretinal function after IL-4 treatment. Remarkably, the typically reduced amplitudes of a-wave and b-wave in NaIO_3_-induced retina were restored by IL-4 treatment (Fig. 2E). A spontaneous retinal degeneration rd10 mouse model was also treated by IL-4 intravitreal injection. Similarly, IL-4 treatment improved retinal neurofunction of rd10 mice with increased amplitudes in ERG (Figure S2A) and restored vision in optomotor task (Fig. S2B). In H&E staining, the IL-4 treatment group displayed increased ONL thickness (Fig. S2C). Taken together, the IL-4 treatment exhibits a neuroprotective effect in the retinal degenerative process.

**Fig. 2:**
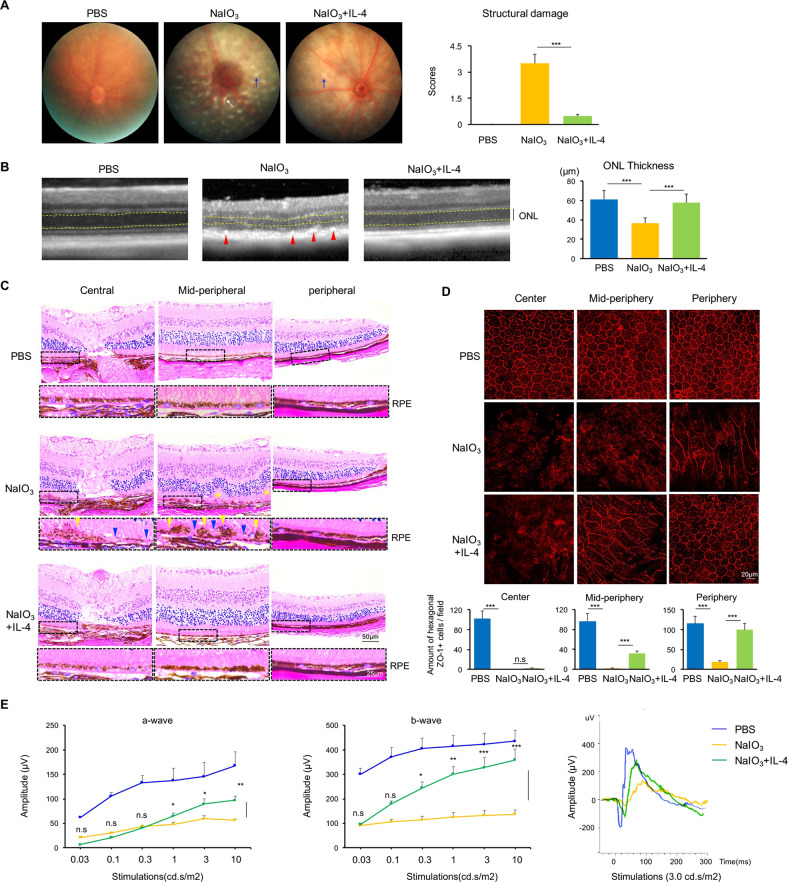
IL-4 protected neuroretinal structure and function in the NaIO3-induced retinal degenerative mice. **A** The funduscopy of NaIO_3_-induced degenerative retina was characterized by pale appearance and some dot-like or linear lesions showing structural damage (blue arrows), which were alleviated after IL-4 treatment. *n* = 6. **B** Representative images of the OCT scanning. The NaIO_3_ model demonstrated obvious discontinuity of RPE layer with high-reflective deposits (red arrows), while IL-4-treated RPE exhibited as a smooth, continuous, and uniform reflectiveness layer. The ONL thickness (distance between yellow lines) was calculated and compared. *n* = 6. **C** H&E staining showed crumby-structure patches and melanin rich aggregation in the RPE layer of the NaIO_3_-retina, particularly in the mid-peripheral locations. After IL-4 treatment, the RPE layer was preserved and well-organized with less melanin rich aggregation and the retinal folds were relieved. Scale bar: 50 μm and 25 μm. **D** Representative images of RPE flat-mount in the center, mid-periphery and periphery areas sheet showing RPE integrity by ZO-1 staining. NaIO_3_ disrupted the well-organized hexagonal-shaped RPE cells, whereas IL-4 treatment could preserve it with more organized barrier structures specifically in the mid-periphery and periphery areas. Statistical analysis showed the amount of ZO-1+ cells. *n* = 6, Scale bar: 20 μm. **E** ERG examinations showed a- and b-waves were almost extinct in NaIO_3_-retina. However, IL-4 treatment protected the neuroretinal functions with increased amplitudes of both a- and b-waves. *n* = 6. Data are shown as mean ± SEM, ***P < 0.001, n.s: not significant, one-way ANOVA test.

### Transcriptome analysis revealed the inhibiting effects of IL-4 on inflammatory and oxidative stress pathways

Next, we examined the transcription profile of IL-4-treated degenerative retina in order to find out the underlying mechanism. The RNA was extracted from the NaIO_3_-induced RPE/choroid/sclera complex with or without IL-4 treatment followed by RNA-seq assay. 

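The treated group was 4 samples from NaIO_3_ mice given 1 µl of IL-4 at 2 µg/µl by intravitreal injection, and the control group was the 4 NaIO_3_ samples of the earlier comparison, for which the methods give 0.2% BSA in place of IL-4. Both were collected on day 7. Between 36292993 and 41147998 reads per sample were counted on genes in the NaIO_3_ + IL-4 group, with a median of 38638205.5. The deposited counts were made and tested as for the NaIO_3_ model, in a fit of these 8 samples. Genes of the sex chromosomes separated the groups. Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254), the RNA transcribed from the inactive X chromosome, stood at 976 ± 259 CPM in NaIO_3_ and 0.302 ± 0.278 CPM in NaIO_3_ + IL-4, where the samples had 0 to 24 counts. In the PBS group it stood at 958 ± 229 CPM. The Y-linked gene Ddx3y (ENSMUSG00000069045, chromosome Y, 1260771 to 1286629) had 85.2 ± 7.67 CPM in NaIO_3_ + IL-4, 1.20 ± 1.51 CPM in NaIO_3_ and 0.0689 ± 0.138 CPM in PBS. Eif2s3y, also on the Y chromosome, had 55.4 ± 5.54, 0.684 ± 0.794 and 0.0898 ± 0.160 CPM in the same order. All 4 NaIO_3_ + IL-4 samples differed from all 4 NaIO_3_ samples in this way, so each difference between these groups was also a difference between samples with and without Xist.

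**Figure D1:**
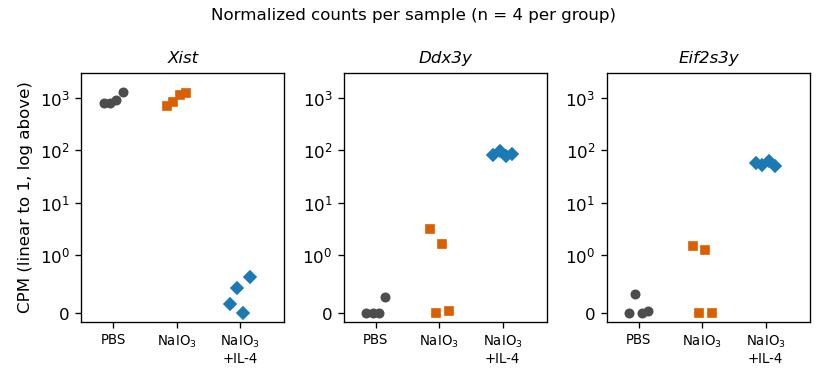
CPM of Xist, Ddx3y and Eif2s3y in each sample of the PBS, NaIO_3_ and NaIO_3_ + IL-4 groups (1 point per sample, n = 4 per group), on an axis that is linear up to 1 and logarithmic above. Xist is above 699 CPM in every PBS and NaIO_3_ sample and at most 0.627 CPM in NaIO_3_ + IL-4, and Ddx3y is at least 78.6 CPM in NaIO_3_ + IL-4 and at most 3.15 CPM elsewhere.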

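Of the 19015 genes tested in the NaIO_3_ + IL-4 and NaIO_3_ samples, 1129 were called at an adjusted p under 0.05 and a change of more than 2-fold. Without the limit on the fold change, 4113 genes were called, which was the largest shift among the alternatives laid down in advance. At an unadjusted p under 0.05 there were 6740 genes. With DESeq2, the tool the paper used, 1711 genes were called, and 1121 of the 1129 genes were among them. With each sample left out in turn, the number ran from 810 without NaIO_3_ + IL-4 replicate 3 to 1521 without NaIO_3_ replicate 1. Of the 1129 genes, 1072 were on autosomes, 35 on the X chromosome and 8 on the Y chromosome, where 9 genes were tested.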

In total, 7663 differentially expressed genes were identified when the NaIO_3_ + IL-4 treatment and NaIO_3_ control group were compared. Among these genes, 3567 (46.5%) genes were upregulated whereas 4096 (53.45%) were down-regulated upon the IL-4 treatment. In particular, a list of pro-inflammatory genes such as *Cxcr2*, *Cxcl1*, *Cxcl10*, *Stat1*, *Ccl8* were down-regulated, while the anti-inflammatory genes, including *Il1f5*, *Klf14*, *Drd5*, *Ifnk* were upregulated after IL-4 treatment (Fig. 3A). In addition, the GSEA analysis revealed that the genes involved in positive regulation of axon extension and neurogenesis including Lrp1, Ntrk3, Ntrk2, Ntn1, Wnt2, Serpine2, and Notch1 were enriched in the IL-4-treated degenerative retina (Fig. 3B), indicating the possible neuroprotective effects of IL-4. 

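In the fit of the deposited counts, 468 (41.5%) of the called genes were upregulated and 661 (58.5%) were down-regulated. Of these, 284 of the upregulated and 423 of the down-regulated genes were protein-coding. Without NaIO_3_ replicate 1, 801 genes were upregulated and 720 down-regulated, so that the upregulated genes made up 52.7%. That sample also stood apart in photoreceptor genes. Its mean log2 CPM over a list of them was 7.14, against 3.63 to 4.85 in the other NaIO_3_ samples. NaIO_3_ + IL-4 replicate 3 had 6.92. The genes named next were chosen by their change, a mean log2 CPM of at least 3 and separation of the groups. Among them Matn4 (ENSMUSG00000016995, chromosome 2, 164389393 to 164405160) rose most, from 41.1 ± 7.65 to 165 ± 30.7 CPM. Its log2 fold change was 1.98 (standard error 0.17, adjusted p = 0.000335 from edgeR's quasi-likelihood test). The Y-linked genes Kdm5d and Ddx3y, with 7.93 and 6.17, rose more but were not among the genes so chosen. Angptl7 rose by 1.90 on the log2 scale, with NaIO_3_ + IL-4 replicate 1 at 272 CPM and the other treated samples between 436 and 456 CPM. Meg3 and Rab37 had log2 fold changes of 1.75 each, and Rab37 lost its call in 3 of the 8 fits that each left out 1 sample. A gene known only by the clone name CT010467.2, whose reads the counting could have shared with copies of ribosomal RNA, also had 1.75 and is uncertain. The largest fall was that of Xist, with a log2 fold change of -11.71. Ifi44 (ENSMUSG00000028037, chromosome 3, 151730922 to 151749960) went from 142 ± 76.5 to 6.55 ± 0.678 CPM, a log2 fold change of -4.46 (standard error 0.40, adjusted p = 0.000367 from edgeR's quasi-likelihood test). Slfn1 had a log2 fold change of -4.18, Ly6c2 of -4.03 and Ifit1 of -4.00, and these have near relatives in the mouse genome with which reads could have been shared. In each of these 10 genes the treated and untreated samples did not overlap, as the choice of the genes required.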

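Fig. 3A shows 15 pro-inflammatory genes, and all of them had enough counts to be tested. In 14 the level was lower in NaIO_3_ + IL-4 with an adjusted p under 0.05 and a change of more than 2-fold, and the count was also 14 adjusted over the list alone, which is not independent evidence because the study chose the genes on these samples. At the adjusted p alone, DESeq2, RLE size factors, no filter, all 12 samples, a replicate block and each sample left out gave 14 as well. With the 2-fold limit it was 13 without NaIO_3_ replicate 4 or without NaIO_3_ + IL-4 replicate 3, where Aif1 was within the limit. Ccl8 (ENSMUSG00000009185, chromosome 11, 82115185 to 82116799) fell from 8.51 ± 1.43 to 1.02 ± 0.157 CPM, a log2 fold change of -3.09 (standard error 0.22, adjusted p = 0.000221 from edgeR's quasi-likelihood test). Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) fell from 33.9 ± 12.1 to 4.89 ± 1.48 CPM, a log2 fold change of -2.82 (standard error 0.31, adjusted p = 0.000769 from the same edgeR test). Cxcl1 (ENSMUSG00000029380, chromosome 5, 90891241 to 90893115) fell from 5.32 ± 2.16 to 1.27 ± 0.513 CPM, a log2 fold change of -2.09 (standard error 0.42, adjusted p = 0.00876 from the same edgeR test). For these genes every treated sample was below every untreated sample (exact permutation test, p = 0.0286, Benjamini-Hochberg adjusted p = 0.0357 over the 20 genes of the figure). Cxcr2 (ENSMUSG00000026180, chromosome 1, 74153989 to 74161246) did not pass the threshold. It had 2.25 ± 0.760 CPM in NaIO_3_ and 1.29 ± 0.944 CPM in NaIO_3_ + IL-4, from 11 to 114 counts per sample, and a log2 fold change of -0.83 (standard error 0.57, adjusted p = 0.335 from the same edgeR test). The 5 anti-inflammatory genes had too few counts for the test, so only their counts and an exact permutation test are given. Il1f5 had 1 to 16 counts in the treated samples and 0 to 1 in the untreated ones, at least 2.15-fold higher when 3 counts are taken as the floor (exact permutation test, p = 0.0571, adjusted p = 0.0672). Klf14 had 2 to 10 counts against 0 to 1, at least 1.40-fold higher (exact permutation test, p = 0.0286, adjusted p = 0.0357). For Ifnk there were 0 to 12 counts against 0 in all untreated samples, at least 1.29-fold higher (exact permutation test, p = 0.143, adjusted p = 0.150). Drd5 had 0 to 26 counts against 0 to 2, with 2 of the 4 treated samples above the untreated ones, at least 2.60-fold higher (exact permutation test, p = 0.429, adjusted p = 0.429). Igfbpl1, which the figure also shows, had 3 to 28 counts against 0 to 2, at least 3.79-fold higher (exact permutation test, p = 0.0286, adjusted p = 0.0357). The bounds rest in part on single samples. Without NaIO_3_ + IL-4 replicate 3 they were 1.39 for Il1f5, 1.08 for Drd5, 2.47 for Igfbpl1 and 0.607 for Ifnk, and without NaIO_3_ + IL-4 replicate 4 that of Klf14 was 0.845, so a rise is not assured for Ifnk, Klf14 or Drd5, and the permutation test of Il1f5 did not pass 0.05 either.

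**Figure D2:**
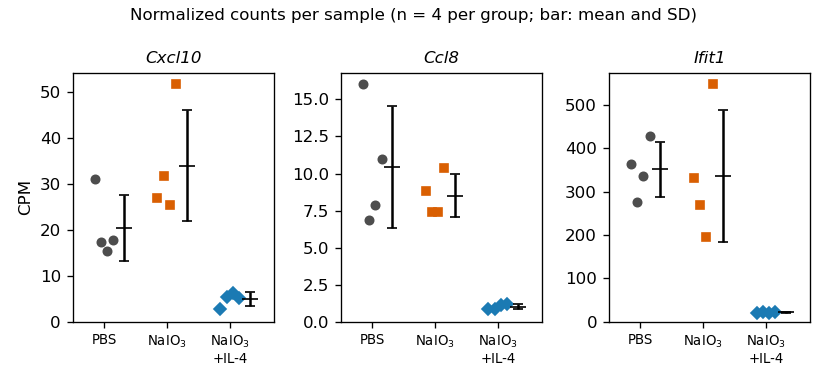
CPM of Cxcl10, Ccl8 and Ifit1 in each sample of the PBS, NaIO_3_ and NaIO_3_ + IL-4 groups (1 point per sample, n = 4 per group), with the mean and SD of each group as a bar. Every NaIO_3_ + IL-4 sample is below every NaIO_3_ and every PBS sample.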

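All 7 of these genes had enough counts to be tested. Lrp1 (ENSMUSG00000040249, chromosome 10, 127538161 to 127621148) rose from 860 ± 184 CPM in NaIO_3_ to 1707 ± 364 CPM in NaIO_3_ + IL-4, a log2 fold change of 0.96 (standard error 0.20, adjusted p = 0.00980 from edgeR's quasi-likelihood test). Ntrk2 (ENSMUSG00000055254, chromosome 13, 58806569 to 59133970) encodes a receptor for neurotrophins and stood at 149 ± 29.9 CPM in NaIO_3_ + IL-4, with a log2 fold change of 0.77 (standard error 0.17, adjusted p = 0.0121 from the same edgeR test). Notch1 had a log2 fold change of 0.54 (adjusted p = 0.0207 from the same edgeR test), and its adjusted p rose above 0.05 in 3 of the 8 fits that each left out 1 sample. Ntrk3 had a log2 fold change of 0.28 (adjusted p = 0.0409 from the same edgeR test), and its adjusted p rose above 0.05 in 7 of those fits. Ntn1 had a log2 fold change of 0.37 (adjusted p = 0.0771 from the same edgeR test) and Wnt2 of 0.70 (adjusted p = 0.156 from the same edgeR test). Serpine2 (ENSMUSG00000026249, chromosome 1, 79794197 to 79861180) went the other way, from 1285 ± 92.3 to 818 ± 60.0 CPM, a log2 fold change of -0.68 (standard error 0.11, adjusted p = 0.00414 from the same edgeR test). At an adjusted p under 0.05, 4 of the 7 genes were thus raised and 1 lowered, and none changed by more than 2-fold. Adjusted over the list alone, 5 were raised and 1 lowered, which is not independent evidence because the study chose these genes on the same samples. The gene sets of the study's GSEA were not analysed here. In their place, a list of 42 genes for the positive regulation of axon extension was written by hand, and 39 of these were tested as a set with limma's camera on log2 CPM, with the correlation between genes preset at 0.01. The median log2 fold change of the list was 0.28, with 27 genes higher and 12 lower in NaIO_3_ + IL-4 (limma's Benjamini-Hochberg adjusted p = 0.00385 over 13 lists). Singly, 11 of the genes were raised and 1 lowered at an adjusted p under 0.05, and as many adjusted over the list alone. The set passed the threshold under fry (adjusted p = 0.0187), but not when the correlation between genes was estimated from the data (adjusted p = 0.265), and camera gave as small a p for 11 of the 35 ways to split the 8 samples into groups of 4.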

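For the sets of inflammation and oxidative stress, 8 lists of genes were written by hand and tested with camera on voom log2 CPM, two-sided, with Benjamini-Hochberg adjustment over 13 lists. The choice of these 8 among the 13 was fixed only after values had been looked at. All 8 were lower in NaIO_3_ + IL-4 than in NaIO_3_. The list for the cellular response to IFN-β had a median log2 fold change of -2.45 over 33 genes, of which 32 were lower (camera adjusted p = 2.27e-26). Singly, 30 of them were lowered at an adjusted p under 0.05, and 30 adjusted over the list alone. For the response to IFN-γ the median was -1.26 over 49 genes (camera adjusted p = 2.11e-22), with 35 lowered, and 37 adjusted over the list alone. Antigen processing and presentation had a median of -0.89 over 44 genes (camera adjusted p = 8.36e-18), with 32 lowered, and 36 adjusted over the list alone. The MHC class I list had -1.28 over 20 genes (camera adjusted p = 1.74e-12), all of them lower. The chemokine list had -0.94 over 31 genes (camera adjusted p = 6.12e-07), with 24 lower. The chemokine receptor list, used for chemotaxis, had -0.74 over 22 genes (camera adjusted p = 0.000450), with 19 lower. IL-23-mediated signaling had a median of -0.46 over 27 genes (camera adjusted p = 0.000182), with 22 lower. NAD ADP-ribosyltransferase activity had -0.30 over 24 genes (camera adjusted p = 0.000844), with 17 lower. Adjusted over the list alone, the genes lowered were 17 in the MHC class I list, 19 in the chemokine list, 11 in the chemokine receptor list, 14 in the IL-23 list and 10 in the NAD list. The 8 calls also held under fry, and none of the 8 held when the correlation between genes was estimated from the data, where 5 had an unadjusted p under 0.05. In place of the IFN-β list, the Reactome set for IFN-α/β signaling had a median log2 fold change of only -0.20 over 12 genes, of which 8 were lower (camera adjusted p = 0.00576). With camera's preset correlation, 10 of the 35 ways to split the 8 samples into groups of 4, the real one included, gave as many lists on one side, and the number cannot exceed 8. By the mean of -log10 p, signed by direction, over the 8 lists, it was 1 of 35, the real one. A list of 38 target genes of Nrf2 had a median log2 fold change of 0.06 (camera adjusted p = 0.721), with 22 genes higher and 16 lower.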

Particularly, in comparison to NaIO_3_ control group, IL-4 treatment suppressed the expressions of pro-inflammatory or pro-oxidative stress enriched gene sets, including antigen processing and presentation, immune response, chemotaxis, chemokine activity, IL-23-mediated signaling, cellular response to IFN-γ or IFN-β, NAD ADP-Ribosyltransferase activity and so on (Fig. 3B). These results further suggested that IL-4 supplements could suppress the inflammation or oxidative stress in the degenerative retina and orchestrate an immune niche for neuroprotection.

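Over the 17977 genes tested in both comparisons, 244 genes were raised in NaIO_3_ against PBS and lowered in NaIO_3_ + IL-4 against NaIO_3_, where 38.6 would be common to both by chance. Another 81 were lowered in NaIO_3_ and raised with IL-4, where 17.1 would be common by chance. Only 1 gene was raised in both comparisons and 1 lowered in both. The NaIO_3_ samples enter both comparisons with opposite signs, which by itself makes the fold changes run against each other. The correlation of the fold changes across genes, which are not independent replicates, was -0.45. It was -0.50 on average in 20 simulations with no group changed and -0.21 in 20 simulations with the NaIO_3_ + IL-4 group unchanged from NaIO_3_. In 20 further simulations the fold changes with IL-4 were given to other genes of like abundance, so that the groups changed independently. They gave 97 to 131 genes raised and then lowered, where 71.6 on average were expected by chance, and 40 to 74 genes lowered and then raised. The correlation of the fold changes in these simulations ran from -0.12 to -0.09. Each gene was drawn on its own, so deviations common to many genes of a shared sample were not covered. Apart from the fit with a replicate block, the alternatives, which were chosen for this overlap after the data were seen, ran from 174 genes (without NaIO_3_ replicate 4, or without NaIO_3_ + IL-4 replicate 3) to 345 with DESeq2. From the genes and gene sets that fell with IL-4, the paper proposes that IL-4 supplements suppress inflammation or oxidative stress in the degenerative retina.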

**Fig. 3:**
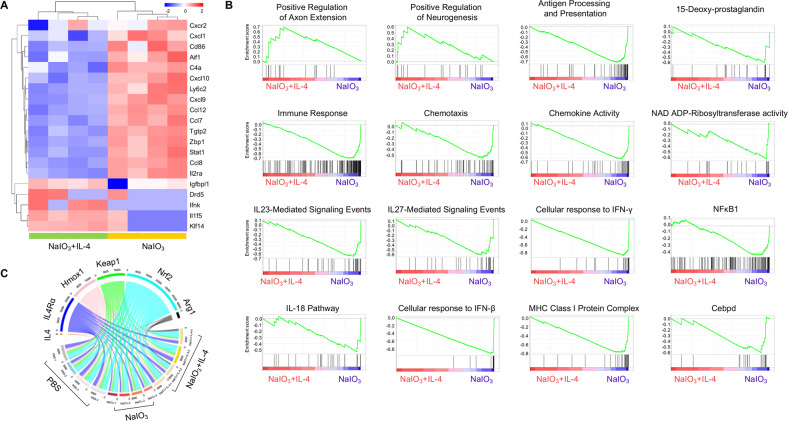
The transcriptional changes of NaIO_3_-induced RPE sheet. **A** Heatmap showing differentially expressed inflammation-related genes in NaIO_3_ mice with and without IL-4 treatment. The pro-inflammatory genes such as *Cxcr2*, *Cxcl1*, *Cxcl10*, *Stat1*, *Ccl8*, etc were down-regulated in the IL-4-treated group, while the anti-inflammatory genes, including *Il1f5*, *Klf14*, *Drd5*, *Ifnk*, etc were upregulated. **B** GSEA analysis revealed significantly enriched gene sets such as axon extension and neurogenesis in the IL-4 group, and the enriched gene sets, including the inflammation and oxidative stress-related gene sets in the NaIO_3_-RPE without IL-4. *n* = 3, FDR value <0.25. **C** The enrichment analysis of IL-4Rα and anti-oxidative genes such as *Nrf2*, *Hmox1*, and *Arg1* in different groups were presented by circos plot. The thickness and color of the ribbons correlated to the genes expression.

### IL-4 drove the expression of IL-4Rα and Nrf2

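The expression of Il4ra (ENSMUSG00000030748, chromosome 7, 125552120 to 125579474), the gene of IL-4Rα, was 43.2 ± 7.93 CPM in PBS, 71.4 ± 7.93 CPM in NaIO_3_ and 69.4 ± 12.3 CPM in NaIO_3_ + IL-4. It was compared across samples, as log2 CPM, with the expression of 3 genes of the antioxidant response, and p-values were adjusted over these 3 relations by the Benjamini-Hochberg method. With Nfe2l2 (ENSMUSG00000015839, chromosome 2, 75675513 to 75704641), the gene of Nrf2, Pearson's r over all 12 samples was 0.30 (two-sided permutation p = 0.341, adjusted p = 0.446) and Spearman's rho was 0.23 (permutation p = 0.473, adjusted p = 0.473). Without the 2 samples farthest from the median of Il4ra, r was 0.64 and rho was 0.56 (permutation p = 0.0478 and 0.0973). These p-values were unadjusted and computed after the values were seen. For deviations from the group means r was 0.09 (exact permutation p = 0.793). Over the 8 samples from NaIO_3_-injected mice r was 0.59 (exact permutation p = 0.121, adjusted p = 0.182). Over the same samples rho was 0.52 (exact permutation p = 0.197). With Arg1 (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484), r over the 12 samples was 0.25 (permutation p = 0.446, adjusted p = 0.446) and rho was 0.26 (permutation p = 0.419, adjusted p = 0.473). Without the 2 farthest samples r was 0.29, and for deviations from the group means it was -0.12 (exact permutation p = 0.670). Over the 8 samples from NaIO_3_-injected mice it was 0.08 (exact permutation p = 0.856). Expression of Hmox1 (ENSMUSG00000005413, chromosome 8, 75093621 to 75100589) was 27.6 ± 4.76 CPM in PBS, 52.7 ± 6.17 CPM in NaIO_3_ and 55.2 ± 8.94 CPM in NaIO_3_ + IL-4, so the PBS samples formed a cluster of their own with low Il4ra. A value pooled over the 12 samples, as first laid down, is therefore not given, and the choice of the 8 samples from NaIO_3_-injected mice was made after the values were seen. Over these 8 samples r was 0.80 (two-sided exact permutation p = 0.0176, adjusted p = 0.0527) and rho was 0.81 (exact permutation p = 0.0218, adjusted p = 0.0653), which does not pass 0.05 after adjustment. Without the 2 samples farthest from the median of Il4ra, r was 0.25 and rho was 0.54 (exact permutation p = 0.608 and 0.297). Leaving out the extremes of Il4ra narrows its range, so this cannot decide whether the relation rests on those samples. Without NaIO_3_ + IL-4 replicate 3, r was 0.60 (exact permutation p = 0.160). For deviations from the group means of all 12 samples, r was 0.81 (exact permutation p = 0.00709, adjusted p = 0.0213) and rho was 0.71 (exact permutation p = 0.0175, adjusted p = 0.0525), so only r passes 0.05 after adjustment.

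**Figure D3:**
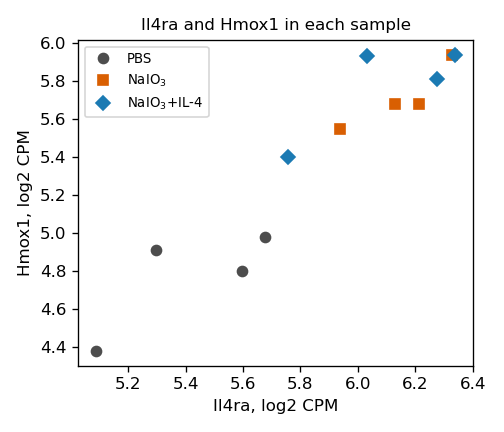
Expression of Il4ra and of Hmox1 in each of the 12 samples, as log2 CPM, with 1 point per sample and a symbol for each group. The 4 PBS samples lie low on both axes, apart from the 8 samples of NaIO_3_-injected mice.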

Further, the circos plot analysis of the RNA-seq data revealed a positive correlation between the expression of IL-4Rα and antioxidant genes such as *Nrf2*, *Hmox1*, and *Arg1* (Fig. 3C). IL-4 usually binds to the high-affinity subunit of IL-4Rα to induce immune response [19]. Here we found the IL-4Rα was highly expressed in the IL-4-treated RPE complex both in mRNA and protein level (Fig. 4A, B and Fig. S3A). IL-4-flat-mount RPE sheet revealed that the IL-4Rα distributed alongside the ZO-1, indicating the possible involvement of IL-4/IL-4Rα axis in retinal neuroprotection (Fig. 4C and Fig. S3B). In addition, oxidative stress contributes to a range of neurodegenerative diseases [29–31]. Nrf2, a transcription factor, which is essential for protection against oxidative stresses, has been known to attenuate degeneration and inflammation [32]. Here we found that whereas the total and phosphorylated expression levels of Nrf2 were reduced in the NaIO_3_-induced RPE/choroid/sclera complex when compared to the ones in the PBS control, the addition of IL-4 increased their levels closed to those in the control (Fig. 4D). In the rd10 mice, phosphorylated Nrf2 was decreased in the PBS control group, whereas increased Nrf2 phosphorylation level was observed after IL-4 treatment (Fig. S3A, B). Consistently, in the in vitro experiments, H_2_O_2_, a usually used oxidative stress inducer, decreased the levels of p-Nrf2 and IL-4Rα in the cultured RPE cells, which were restored after IL-4 treatment (Fig. 4E). These results indicate that Nrf2 is probably implicated in the reparative and protective role of IL-4.

**Fig. 4:**
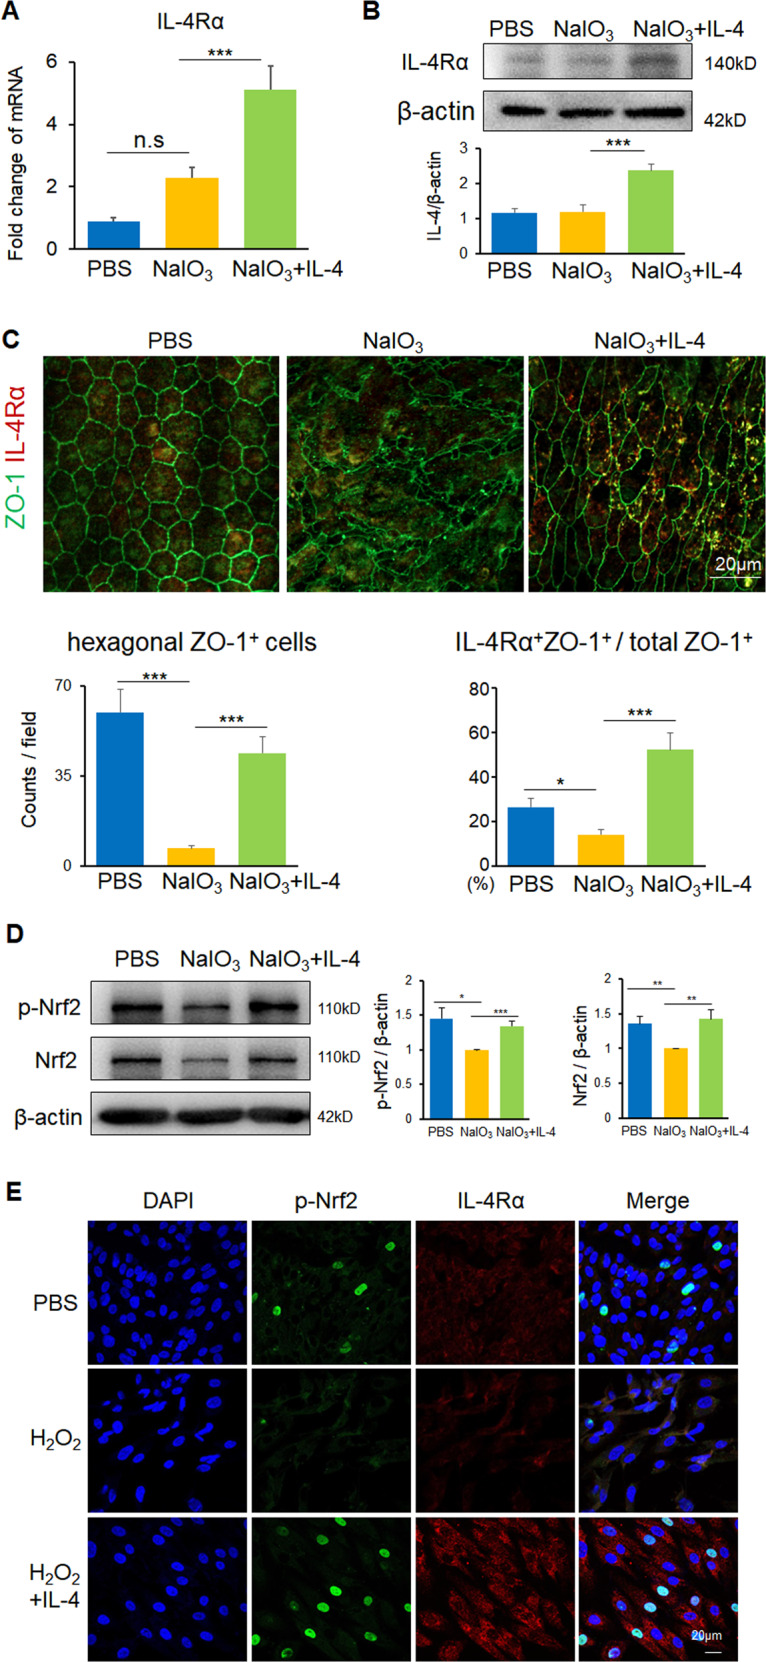
IL-4R and Nrf2 activation in response to IL-4 in vivo and in vitro. **A**, **B** qPCR (**A**) and western blotting analysis (**B**) showed elevated IL-4Ra expression in RPE complex from the NaIO_3_-induced degenerative mice after IL-4 treatment. *n* = 3. **C** Representative images of RPE flat-mount sheet revealed that increased IL-4Ra distributed alongside the RPE tight junction marker ZO-1. Scale bar: 20 μm. The hexagonal ZO-1+ cells per field and the percentage of IL-4Rα + ZO-1+ cells and total ZO-1+ cells were calculated for statistics. **D** Western blotting analysis showed reduction of total and phosphorylated Nrf2 expression in NaIO_3_ model, while IL-4 treatment induced their elevations. *n* = 3. **E** Representative images of cultured RPE cells under oxidative stress insults showing lack of IL-4Rα and phosphorylated Nrf2 expression, which were induced after IL-4 stimulation. Data are shown as mean ± SEM, *P < 0.05, **P < 0.01, ***P < 0.001, n.s: no significance, one-way ANOVA test.

### Nrf2 deficiency abrogated the neuroprotective effect of IL-4 in NaIO_3_-induced retinal degeneration mice

To further validate the involvement of Nrf2, we performed the NaIO_3_-induced retinal degeneration in the Nrf2 knockout (Nrf2-/-) mice. The 8 to 12-week-old Nrf2^-/-^-mice did not show signs of degeneration as previously reported [33], and after NaIO_3_ induction, they displayed similar hyperreflective foci (red arrows) in the RPE layer as the WT-NaIO_3_, indicating the Nrf2 depletion alone at the young age would not worsen the pathological process of NaIO_3_-induced retinal degeneration examined by OCT (Fig. 5A). On the other hand, while treatment of IL-4 resulted in rescue of integrity of RPE layer and elevated thickness of ONL in IL-4-WT-NaIO_3_-mice, no recovery of hyperreflective foci and ONL thickness in IL-4-Nrf2^-/-^-NaIO_3_-mice were observed, indicating Nrf2 deficiency abolished the protective effects of IL-4 (Fig. 5A). Although OCT has provided exquisite methods to identify and evaluate multiple layers of ocular structures, the OCT signals could be easily affected by the image quality and structural reflection, leading to biased results. Therefore, we further performed histological analysis by H&E staining, the images revealed clearly that the melanin rich aggregation in the RPE in both WT and Nrf2^-/-^-NaIO_3_-mice with slightly more severe pathology in the Nrf2^-/-^ mice (Fig. 5B). Consistent with the results from the OCT examination, while IL-4 treatment alleviated the RPE injuries in WT- NaIO_3_-mice, it failed to do so in the IL-4-Nrf2^-/-^-NaIO_3_-mice (Fig. 5B). To investigate the functional impact, ERG was also utilized in all individual groups. The WT-NaIO_3_ and Nrf2^-/-^-NaIO_3_- mice presented nearly similar extinct a- and b- waves. Once again, while IL-4-treated WT-NaIO_3_- mice had active waves with elevated amplitudes of a-wave and b-wave, the Nrf2^-/-^-NaIO_3_- mice treated with IL-4 displayed the least amplitudes of a-wave and b-wave (Fig. 5C), indicating IL-4 could not rescue the dysfunction of RPE and photoreceptors without Nrf2. Thus, these data suggested that IL-4 exerted neuroprotective role in a Nrf2-dependent manner.

**Fig. 5:**
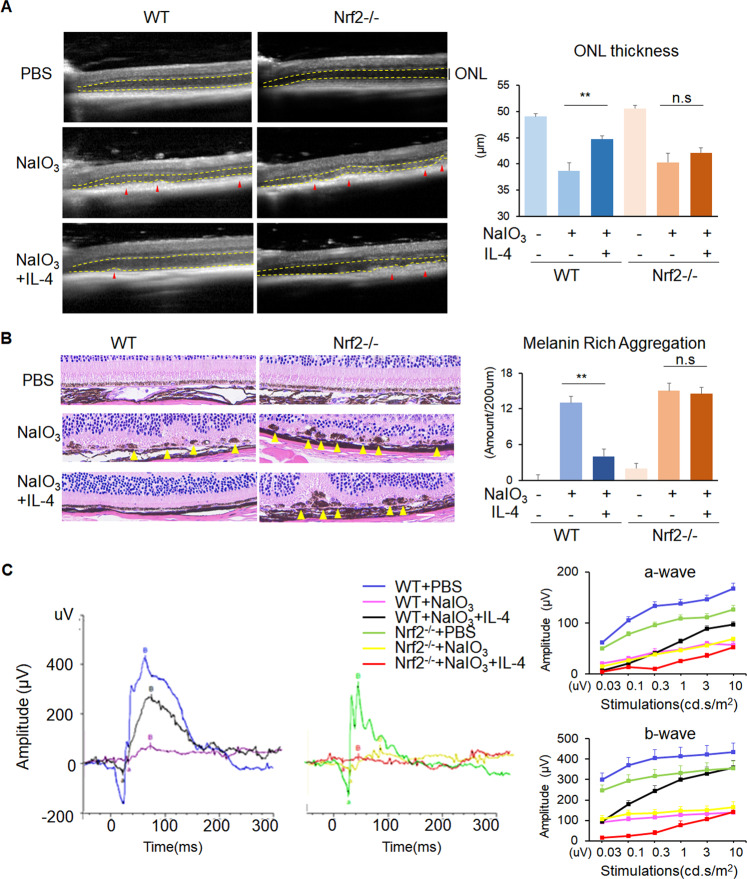
Nrf2 deficiency diminished the protective function of IL-4. **A** In OCT examination, NaIO_3_ model in Nrf2-/-mice presented discontinuity of RPE layer with highly reflective granules (red arrows). Importantly, IL-4 treatment in these mice showed no significant improvement. In addition, the calculated ONL thickness (distance between yellow lines) was reduced in NaIO_3_ model of both WT and Nrf2-/- mice in comparison to those in PBS controls, respectively. IL-4 treatment could partially restore the ONL thickness in NaIO_3_ model of WT mice but not Nrf2-/- mice. *n* = 6. **B** H&E staining revealed melanin rich aggregation (yellow arrows) in the NaIO_3_-RPE from both WT and Nrf2-/- mice. IL-4 treatment rescued RPE injuries in WT-NaIO_3_-mice with much less melanin rich aggregation. However, the IL-4-treated Nrf2-/-NaIO_3_ mice still presented with crumby structure with melanin rich aggregation. Scale bar: 20 μm. *n* = 3. **C** ERG showed increased amplitudes of a- and b- waves after IL-4 treatment in WT-NaIO_3_ retina but not Nrf2-/- NaIO_3_ mice. The Nrf2-/- NaIO_3_ mice with or without IL-4 treatment presented almost extinct waves. *n* = 6. Data are shown as mean ± SEM. **P < 0.01, n.s: no significance, one-way ANOVA test.

### IL-4 Induced Anti-oxidative Stress and Anti-inflammatory Genes Expression in Degenerative RPE

IL-4 has been reported to induce the expression of Arg1, which has also been shown to mediate anti-oxidative stress or anti-inflammatory effects [34]. The Nos2 and Arg1 catalysis usually compete against each other to activate a common metabolic pathway and exert the divergent effects [35]. Thus, we examined the expressions of both Nos2 and Arg1 in vivo upon the IL-4 treatment. As shown in the retinal cryosection images of Fig. 6A, whereas NaIO_3_ promoted the expression of Nos2 and down-regulated the Arg1 expression in RPE layer in comparison to PBS control, IL-4 treatment reversed the expression patterns of both genes. The impacts of IL-4 on the expression of Nos2 and Arg1 was further verified via the immunostaining of the RPE flat-mount sheets showing that IL-4 treatment suppressed the expression of Nos2, as well as promoted the Arg1 staining in RPE (Fig. 6B). Consistently, the qPCR analysis also revealed the increased *Arg1* and decreased *Nos2* at the mRNA level (Fig. 6C). Western blot analysis showed that IL-4 treatment also increased Arg1 protein expression while decreased Nos2 expression in the degenerative rd10 retina (Fig. S4A, B). In addition, the expression of a panel of anti-oxidative stress-related genes, including *Hmox1*, *Nqo1*, *Foxm1*, and *Gpx1* were highly increased after IL-4 treatment (Fig. 6C). The luminex assay found the protein expressions of inflammatory genes such as G-Csf, Cxcl1, and Ccl2 were reduced in the IL-4 group (Fig. 6D). These data suggested that IL-4 may regulate the inflammatory and oxidative signaling.

**Fig. 6:**
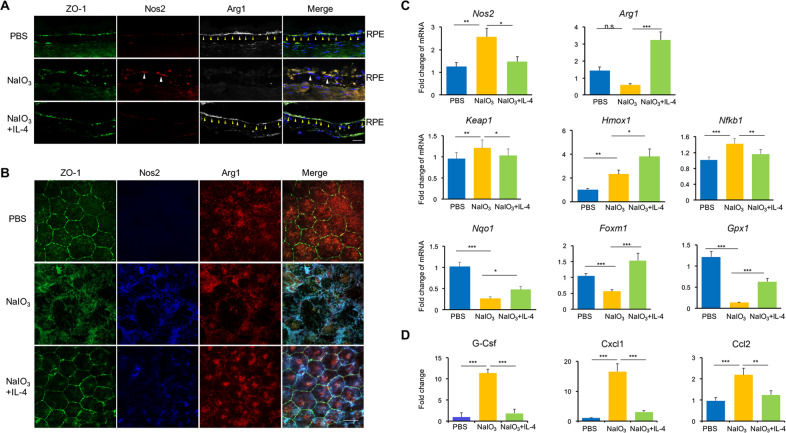
IL-4 induced antioxidant and anti-inflammatory genes expression in vivo. **A** Immunoflorence of cryosection showed high expression of Nos2 in response to NaIO_3_ in the ZO-1+ RPE monolayer, whereas IL-4 treatment decreased Nos2 and increased Arg1 expression. Scale bar: 20 μm. **B** In the RPE flat-mounts, NaIO_3_ disrupted the well-organized hexagonal-shaped RPE cell and induced Nos2 expression elevation, whereas IL-4 treatment reversed it with more organized barrier structures of RPE cells. IL-4 could also suppress the Nos2 expression and promote Arg1 expression within RPE cells. Scale bar: 20 μm. **C** qPCR data showed the reduction of *Nos2* and increase of *Arg1* in the NaIO_3_ + IL-4 group. In addition, IL-4 treatment induced the expressions of anti-oxidative stress-related genes, including *Hmox1*, *Nqo1*, *Foxm1*, and *Gpx1* in the NaIO_3_-retina-RPE complex. *n* = 3. **D** Luminex results showed elevated expression of pro-inflammatory cytokines in the RPE complex of NaIO3-induced model, including G-Csf, Cxcl1, and Ccl2, which decreased after IL-4 treatment. *n* = 3. Data are shown as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, n.s: no significance, one-way ANOVA test.

## Discussion

Neurodegenerative diseases are characterized by chronic degenerative pathological changes due to oxidative stress and inflammation [3, 22]. These diseases have very limited therapeutic options, and it is highly needed to explore more effective treatment [36]. In this study, IL-4, a pleiotropic cytokine in immune response, was reported to preserve the structure and neuroretinal function in the NaIO_3_-induced retinal degeneration mouse model and the rd10 mouse, underlining the function and therapeutic potential of IL-4 beyond its classical regulation of Th2-mediated immune responses. RNA-sequencing analysis showed that IL-4 treatment modulated the oxidative stress-related pathways and attenuated the inflammatory injuries. This notion was further confirmed by revealing the requirement of Nrf2 in IL-4-mediated protection using knockout mice. These observations suggested that IL-4 may serve as a therapeutic candidate to treat retinal degeneration via activating Nrf2 signaling.

IL-4, a signature cytokine of Th2-immune response, plays a critical role in the regulation of immune responses, as well as a nonimmune function [37]. In the context of the retina, which consists of multiple well-arranged layers with neurons, glial cells, and RPE cells, the functions of IL-4 are quite complex. IL-4 has been shown to enhance the recruitment of CCR2^+^ bone marrow cells into retinochoroid lesion and promote the choroid neovascularization [38], whereas others reported that IL-4 drove macrophage sFlt-1 production, and the sFlt-1^+^Arg1^+^ macrophages attenuated laser-induced choroidal neovascularization [39]. In this study, we found IL-4 induced IL-4Rα activation and protected the RPE from either inherited or chemically induced degeneration through Nrf2 signaling, expanding the functions of IL-4. Thus, at the context of retinal degeneration, IL-4 exhibited a new neuroprotective feature.

It is noteworthy of the distribution pattern of IL-4 in normal retina indicating that IL-4 is likely derived from microglia based on the shape of IL-4-positive cells with filopodia-like protrusions, closely resembling those of branchy M2 phenotypes [27, 28]. This is also consistent with the human scRNA-seq data (Fig. S1) and previous studies reporting that lymphocytes and myeloid cell were the main cellular sources of IL-4 [40–42]. Interestingly, the expression of IL-4 was abolished by the NaIO_3_ stimulation, suggesting that NaIO_3_ targets on not only RPE cells as previously considered, but also other types as well. In this study, even though we focused on the effects of IL-4 on RPE in vivo and in vitro, the impacts of other types of cells, particularly the microglia, which also expressed IL-4R, would probably respond to this immune cytokine as well [20, 43].

Oxidative stress and inflammation form a vicious circle to promote the neurodegeneration pathogenesis [44]. RPE cells, under oxidative stress initiated by various factor such as aging, play a critical role in the chronic inflammation network leading to the degenerative retina [45]. Our RNA-seq data revealed that IL-4 treatment could not only suppress the expressions of some pro-inflammatory enriched gene sets, but also inhibit the genes of oxidative stress pathways. Specifically, RPE cells were shown to highly express Nos2, a gene to promote reactive nitrogen specie production and mediate inflammation in tissues. In contrast, Arg1, a known competing enzyme, which induces expressions of anti-oxidative and anti-inflammatory genes [46, 47], displayed increased expression upon the IL-4 treatment. The strong inhibitory effects of IL-4 on inflammation and oxidative stress in NaIO_3_-induced RPE might be the underlying mechanism responsible for the potent protection. Consistently, we found Nrf2, a master regulator of cellular defense against oxidative stress [48], was required for IL-4-induced anti-inflammation and anti-oxidative effects. Although Nrf2 has been linked to neuroprotection for long time [49], it still lacks of available pharmacological modulators due to the elusive mechanism of current compounds for inhibiting Nrf2 [50, 51]. Our findings suggest IL-4 might be a new modulator for Nrf2 to treat neurodegenerative diseases.

In conclusion, our study showed that IL-4 was decreased in retinal degeneration, and the application of exogenous IL-4 protected the RPE cells and improved neurofunction through anti-oxidative and anti-inflammatory pathways. The protection of IL-4 was mediated via the IL-4/IL-4Rα-Nrf2 axis. These findings make IL-4 a new potential therapeutic approach for neurodegenerative diseases.

## Materials and methods

### Animals

All the experiments were carried out in accordance with the Association for Research in Vision and Ophthalmology Statement for Use of Animals in Ophthalmic and Vision Research and with the approved guidelines of Animal Care and Use Committee of Zhongshan Ophthalmic Center (Ethics ID: 2018-105). Nrf2-/- mice were bought from the Jackson Laboratory (Strain #:017009), and the mice with rd8 mutation in the Crb1 gene detected by PCR were excluded for this study. Eight- to 12-week-old C57BL/6J and Nrf2-/- mice were used in this study. All mice were age and sex-matched and then randomized into the different groups. Retinal fundus was examined before NaIO_3_ model establishment. To establish the retinal degeneration model, the mice were injected intravenously with 20 mg/kg of NaIO_3_ (Sigma-Aldrich Corp., St. Louis, MO, USA), which was dissolved in phosphate-buffered saline (PBS). The mice receiving the same volume of PBS worked as controls. When receiving treatment, the NaIO_3_ mice were injected intravitreally either with IL-4 (2 μg/μl in 1 μl) or 0.2% BSA as control. Seven days later, the mice were sacrificed by carbon dioxide euthanasia and the eyes were collected for further investigation. The rd10 mouse model, homozygous for the Pde6b^rd10^ on a C57BL/6J background (Strain #:004297) were bought from the Jackson Laboratory, and IL-4 (2 μg/μl in 1 μl) were injected intravitreally every two days for 3 times beginning at P16 for rd10 mice. The same-age C57BL/6J mice received PBS treatment as comparison and they are sacrificed at P25 with eyes collected for further investigations.

### Electroretinogram (ERG) recordings

After dark adaptation overnight, the mice were anesthetized and the pupils were dilated with 0.5% tropicamide. ERG was recorded with gold plated wire loop electrodes contacting the corneal surface as the active electrode. Stainless steel needle electrodes were inserted into the tail serving as ground leads. The mice were exposed to full-field scotopic flashes with intensity of 0.03, 0.1, 0.3,1.0, 3.0, and 10.0 log cd^.^s/m^2^ [52–54]. Amplitudes of a- and b-wave were measured (Celeris-Diagnosys system) as in previous reports [55].

### Visual acuity

The visual acuity of mice was examined as previously described [56]. In brief, the test began when the mouse on top of the platform no longer actively moving around, with contrast set at 100% and a grating of low spatial frequency (0.042 cycles per degree), and the tracking behavior of the mice was observed and recorded. Then the same stimuli were rotated in the anticlockwise direction (thus effectively testing the right eye). The acuity threshold was determined by a staircase method. When the mouse ceased to respond to a particular spatial frequency, a lower frequency grating was presented; when the mouse responded to a frequency, the frequency was increased, until reaching the closest none-responding spatial frequency. The acuity threshold was set as the highest spatial frequency to which the animal responded.

### Optical coherence tomography (OCT)

The images were obtained with SPECTRALIS-OCT (Heidelberg, Germany) with a mouse objective lens. After focusing on the retina with the optic cup placed in the scanning center, OCT scans were acquired in automatic real-time (ART) mode to improve the signal to noise ratio. The quality index of each scan was verified to be more than 28 to show the retinal structures clearly. Twelve scanning-images were recorded in 7.8 × 7.8 mm scanning frame for each eye at 30° field-of-view in a circular order. The images were acquired with 60–100 frames for each scan. To measure the thickness of outer nuclear layer (ONL), quantitative analysis was performed by the Image J software (US National Institutes of Health) as previously described [57]. In brief, the ONL was defined as the distance between the outer plexiform layer to the outer limiting membrane, and was assessed by the averaged thicknesses from 10 locations on each image, measured at 700 μm intervals by 5 locations on each side of the optic disc. The measurements of ONL thickness were performed by experienced investigators in a masked fashion [58–60].

### Retinal fundus imaging and grading

After anesthesia and pupil dilation, the retinal fundus was captured with the Micron IV fundus camera with mouse objective and 50-degree field of view (1.8-mm diameter) centering on the optic cup (Phoenix Research Labs, Pleasanton, CA, USA). Retinal infiltrates and folds were counted in the resulting digital images. The grading system were based on the retinal structural damage scores from 0 to 4. Score 1 refers to 1–4 dot-like lesion or 1 linear lesion, score 2 refers to 5–10 dot-like lesions or 2–3 linear lesions, score 3 refers to >10 dot-like lesions or >3 linear lesions, score 4 refers to confluent linear lesions [23, 61].

### Hematoxylin & Eosin staining and thickness analysis

Eyes were fixed with 4% formalin overnight, embedded in paraffin and cut into 3 μm vertical slices. Sections were washed and treated with hematoxylin buffer followed by eosin solution as previously described [62]. The retinal morphology was observed and evaluated under a microscope (Leica DM4000, Germany). The ONL thickness were measured and the number of melanin rich aggregation in RPE layer was counted in a masked fashion manually and analyzed in 6 fields/eye from 3 eyes. Images were processed and analyzed with Image J software.

### RPE-sclera Isolation, RNA extraction, library construction, and sequencing

Briefly, the anterior segment of the eyeball was cutoff with the lens, vitreous, and the neuroretina carefully removed. The RPE-sclera were collected and put into the Trizol (Thermo Fisher Scientific) for RNA extraction. Total RNA was purified, and the RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). Libraries were constructed using the NEBNext® UltraTM RNA Library Prep Kit for Illumina® (NEB, USA) following manufacturer’s recommendations and index codes were added to attribute sequences to each sample. After PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system, libraries were pooled and sequenced on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumia).

### RNA-sequencing data processing

Raw data (raw reads) of fastq format were firstly processed through in-house perl scripts with clean data (clean reads) obtained and low-quality reads removed. Retained reads were then aligned to mus musculus genome using STAR (v 2.7.3a) in the pairend mode with default parameters. Reads number mapped to each gene was counted using Hisat2 v2.0.5. The output matrix from Hisat2 was input into the DESeq2 (v1.26.0) for identification of differentially expressed genes between diabetes group and control group. We determined differentially expressed genes with the criteria of absolute fold change >2 and false discovery rate (FDR) adjusted *P*-value < 0.05. In addition, log-fold change of all genes between two groups were used to conduct Gene Ontology (GO) enrichment analysis. GO terms with corrected *P*-value less than 0.05 were considered significantly enriched by differential expressed genes. GO and circos plots were generated by ggplot2 (v 3.2.1) and clusterProfiler. Gene-set enrichment analysis (GSEA) was conducted using the GSEA software (http://www.gsea-msigdb.org/gsea/index.jsp). The NaIO_3_ induced RPE was class A, and IL-4 treated NaIO_3_ RPE was class B. Gene-set permutations were performed 1000 times for each analysis. The cutoff values were predefined as FDR < 0.25. Our sequencing data are available at Gene Expression Omnibus under the accession number GSE193808.

### Analysis of scRNA-seq data

The scRNA-seq datasets were retrieved from NCBI’s Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE135922, No. GSE135922), which included sequenced single cells from human RPE/choroid of both healthy controls and AMD patients (Donors 1–3) as previously described [25, 26]. After quantification and normalization for each sample, unsupervised clustering analysis was further performed to identify the highly variable genes. Then principal component analysis was performed on the highly variable genes. Non-linear dimensional reduction (tSNE) was used to visualize clustering results based on the top PCs. Graph-based clustering was performed to cluster cells by using the FindNeighbors and FindClusters function in Seurat (clustering resolution = 1.0). We screened the top-ranking marker gene lists for each cluster to perform cluster annotation to specific cell types. Transcriptomic differences of IL-4 between different cell types were statistically compared and analyzed using visualization tools of DotPlot. The expression level of IL-4 between normal and AMD patient was visualized as VlnPlot.

### ARPE-19 cell line culture

The human ARPE-19 cell line was purchased from ScienCell, China. The RPE cells were treated with IL-4 (100 ng/ml, dissolved in PBS, 96-214-14-50, PeproTech) or PBS for 2 h and then stimulated with hydrogenperoxide (H_2_O_2_, 300 μM). Twenty-four hours later, the cells were harvested for further analysis.

### Quantitative PCR analysis and western blotting

The qPCR was performed as previously described [63]. The total volume of 20 μl contained 2 μl of cDNA, 10 μl of 2×SYBR Premix Ex Taq, 7 μl ddH_2_O and 10 μmol/l of the primer pairs. The sequences of the used primers were listed in the supplement Table 1 and qPCR was performed using Roche LightCycler480 II. The western blotting was performed as previously described [64]. Primary antibodies included anti-IL-4 antibody (Santa Cruz, sc-53084), anti-IL-4Rα antibody (Santa Cruz, sc-28361), anti-Nrf2 (Abcam, ab137550), anti-p-Nrf2 antibody (Abcam, ab76026), anti-Nos2 (Santa Cruz, sc-7271), anti-Arg1 (Santa Cruz, sc-18355), and anti-β-actin (Cell Signaling Technology, 4970S).

### Immunofluorescence

For cryosections, eyes were removed carefully and embedded in optimal cutting temperature compound (Sakura Fine Technical). The frozen samples were then sliced transversely (8 μm) with a cryostat (Leica CM1950) at –20 °C. Only the cross-sections throughout optic nerve were used for staining and analysis. For retinal-RPE flat-mount, the eyes were fixed in 4% PFA for 60 min at room temperature and the RPE-sclera complex were dissected out. The cryosection, RPE flat-mount sheet samples and ARPE cells were blocked with 0.5% Triton-X100/5% BSA and incubated with primary antibodies overnight at 4 °C. The primary antibodies included anti-ZO-1 antibody (Santa Cruz, sc-33725), anti-Arg1 antibody (Santa Cruz, sc-18355), anti-Nos2 antibody (Santa Cruz, sc-7271), anti-IL-4Ra antibody (Santa Cruz, sc-28361), anti-IL-4 antibody (Santa Cruz, sc-53084), and anti-p-Nrf2 antibody (Abcam, ab76026). Then they were incubated with secondary antibodies for 1 h and counterstained with DAPI (Invitrogen, D1306) for 5 min before mounted. Negative control was done by omission of the primary antibody. The images were obtained using a confocal microscope (LSM880, Carl Zeiss).

### Multiplex immunoassay

Retinal-RPE-mixture protein were collected and the concentration were measured by BCA protein assay and diluted to the concentration of 1 mg/ml. Cytokine/chemokine levels were analyzed using MilliPlex map Mouse Angiogenesis/Growth Factor Magnetic Bead Panel (15 plex) from Millipore according to manufacturer’s instructions [65]. All data was collected on the Luminex 200 at Laizee Biotech CO., LTD (Beijing, China).

### Statistics

All experiments including immunostaining, qPCR, and WB were repeated at least three times with representative results shown in the figures. Data were presented as mean ± standard error of mean (SEM) with the number of samples provided in the figure legends, and were analyzed statistically using an unpaired Student’s *t*-test (two groups) or one-way ANOVA (>2 groups) with a Turkey’s post hoc comparisons test. *P*-values < 0.05 were considered statistically significant.

## Supplementary information

Supplementary material

Original Data File

Checklist

## Data Availability

RNA-Sequencing data have been deposited in the Gene Expression Omnibus database with accession numbers: GSE193808. The human ScRNA-seq data were downloaded from the NCBI Gene Expression Omnibus database (GSE135922) published previously [25, 26]. Additional data generated or analyzed during this study are included in this published article.

## References

[1] Takeda A, Baffi JZ, Kleinman ME, Cho WG, Nozaki M, Yamada K (2009). CCR3 is a target for age-related macular degeneration diagnosis and therapy. Nature..

[2] Kaarniranta K, Uusitalo H, Blasiak J, Felszeghy S, Kannan R, Kauppinen A (2020). Mechanisms of mitochondrial dysfunction and their impact on age-related macular degeneration. Prog Retinal Eye Res.

[3] Ferrington DA, Sinha D, Kaarniranta K (2016). Defects in retinal pigment epithelial cell proteolysis and the pathology associated with age-related macular degeneration. Prog Retinal Eye Res.

[4] Saini JS, Corneo B, Miller JD, Kiehl TR, Wang Q, Boles NC (2017). Nicotinamide ameliorates disease phenotypes in a human iPSC model of age-related macular degeneration. Cell Stem Cell.

[5] da Cruz L, Fynes K, Georgiadis O, Kerby J, Luo YH, Ahmado A (2018). Phase 1 clinical study of an embryonic stem cell-derived retinal pigment epithelium patch in age-related macular degeneration. Nat Biotechnol.

[6] Mettu PS, Allingham MJ, Cousins SW (2021). Incomplete response to Anti-VEGF therapy in neovascular AMD: Exploring disease mechanisms and therapeutic opportunities. Prog Retinal Eye Res.

[7] Jansen JH, Fibbe WE, Willemze R, Kluin-Nelemans JC (1990). Interleukin-4. A regulatory protein. Blut..

[8] Nakayama T, Hirahara K, Onodera A, Endo Y, Hosokawa H, Shinoda K (2017). Th2 cells in health and disease. Annu Rev Immunol.

[9] Gowthaman U, Chen JS, Zhang B, Flynn WF, Lu Y, Song W, et al. Identification of a T follicular helper cell subset that drives anaphylactic IgE. Science. 2019;365:eaaw6433.10.1126/science.aaw6433PMC690102931371561

[10] Huang SC, Smith AM, Everts B, Colonna M, Pearce EL, Schilling JD (2016). Metabolic reprogramming mediated by the mTORC2-IRF4 signaling axis is essential for macrophage alternative activation. Immunity..

[11] Blauvelt A, de Bruin-Weller M, Gooderham M, Cather JC, Weisman J, Pariser D (2017). Long-term management of moderate-to-severe atopic dermatitis with dupilumab and concomitant topical corticosteroids (LIBERTY AD CHRONOS): a 1-year, randomised, double-blinded, placebo-controlled, phase 3 trial. Lancet.

[12] Nguyen KD, Qiu Y, Cui X, Goh YP, Mwangi J, David T (2011). Alternatively activated macrophages produce catecholamines to sustain adaptive thermogenesis. Nature..

[13] Ji L, Zhao X, Zhang B, Kang L, Song W, Zhao B (2019). Slc6a8-mediated creatine uptake and accumulation reprogram macrophage polarization via regulating cytokine responses. Immunity..

[14] Willenborg S, Sanin DE, Jais A, Ding X, Ulas T, Nüchel J (2021). Mitochondrial metabolism coordinates stage-specific repair processes in macrophages during wound healing. Cell Metab.

[15] Shintani Y, Ito T, Fields L, Shiraishi M, Ichihara Y, Sato N (2017). IL-4 as a repurposed biological drug for myocardial infarction through augmentation of reparative cardiac macrophages: proof-of-concept data in mice. Sci Rep.

[16] Bankaitis KV, Fingleton B (2015). Targeting IL4/IL4R for the treatment of epithelial cancer metastasis. Clin Exp Metastasis.

[17] Hurdayal R, Brombacher F (2017). Interleukin-4 receptor alpha: from innate to adaptive immunity in murine models of cutaneous leishmaniasis. Front Immunol.

[18] Yamani A, Wu D, Waggoner L, Noah T, Koleske AJ, Finkelman F (2018). The vascular endothelial specific IL-4 receptor alpha-ABL1 kinase signaling axis regulates the severity of IgE-mediated anaphylactic reactions. J Allergy Clin Immunol.

[19] Knipper JA, Willenborg S, Brinckmann J, Bloch W, Maaß T, Wagener R (2015). Interleukin-4 receptor α signaling in myeloid cells controls collagen fibril assembly in skin repair. Immunity..

[20] Zhao Z, Liang Y, Liu Y, Xu P, Flamme-Wiese MJ, Sun D (2017). Choroidal γδ T cells in protection against retinal pigment epithelium and retinal injury. Faseb.

[21] Bhutto IA, Ogura S, Baldeosingh R, McLeod DS, Lutty GA, Edwards MM (2018). An acute injury model for the phenotypic characteristics of geographic atrophy. Investig Ophthalmol Vis Sci.

[22] Ambati J, Atkinson JP, Gelfand BD (2013). Immunology of age-related macular degeneration. Nat Rev Immunol.

[23] Moriguchi M, Nakamura S, Inoue Y, Nishinaka A, Nakamura M, Shimazawa M (2018). Irreversible photoreceptors and RPE cells damage by intravenous sodium iodate in mice is related to macrophage accumulation. Investig Ophthalmol Vis Sci.

[24] Bowes Rickman C, Farsiu S, Toth CA, Klingeborn M (2013). Dry age-related macular degeneration: mechanisms, therapeutic targets, and imaging. Investig Ophthalmol Vis Sci.

[25] Voigt AP, Mulfaul K, Mullin NK, Flamme-Wiese MJ, Giacalone JC, Stone EM (2019). Single-cell transcriptomics of the human retinal pigment epithelium and choroid in health and macular degeneration. Proc Natl Acad Sci USA.

[26] Sterling JK, Baumann B, Foshe S, Voigt A, Guttha S, Alnemri A (2022). Inflammatory adipose activates a nutritional immunity pathway leading to retinal dysfunction. Cell Rep.

[27] Zhou T, Huang Z, Sun X, Zhu X, Zhou L, Li M (2017). Microglia polarization with M1/M2 phenotype changes in rd1 mouse model of retinal degeneration. Front Neuroanat.

[28] Hu F, Ma Y, Xu Z, Zhang S, Li J, Sun X (2022). Single-cell RNA-seq reveals the cellular diversity and developmental characteristics of the retinas of an infant and a young child. Front Cell Dev Biol.

[29] Niedzielska E, Smaga I, Gawlik M, Moniczewski A, Stankowicz P, Pera J (2016). Oxidative stress in neurodegenerative diseases. Mol Neurobiol.

[30] Lin MT, Beal MF (2006). Mitochondrial dysfunction and oxidative stress in neurodegenerative diseases. Nature..

[31] Buendia I, Michalska P, Navarro E, Gameiro I, Egea J, Leon R (2016). Nrf2-ARE pathway: An emerging target against oxidative stress and neuroinflammation in neurodegenerative diseases. Pharmacol Ther.

[32] Crunkhorn S (2012). Deal watch: Abbott boosts investment in NRF2 activators for reducing oxidative stress. Nat Rev Drug Discov.

[33] Zhao Z, Chen Y, Wang J, Sternberg P, Freeman ML, Grossniklaus HE (2011). Age-related retinopathy in NRF2-deficient mice. PLoS ONE.

[34] Zhang J, Rong P, Zhang L, He H, Zhou T, Fan Y, et al. IL4-driven microglia modulate stress resilience through BDNF-dependent neurogenesis. Sci Adv. 2021;7:eabb9888.10.1126/sciadv.abb9888PMC796884033731342

[35] Bronte V, Serafini P, Mazzoni A, Segal DM, Zanovello P (2003). L-arginine metabolism in myeloid cells controls T-lymphocyte functions. Trends Immunol.

[36] Chew EY, Clemons TE, Agrón E, Launer LJ, Grodstein F, Bernstein PS (2015). Effect of omega-3 fatty acids, lutein/zeaxanthin, or other nutrient supplementation on cognitive function: the AREDS2 randomized clinical trial. JAMA..

[37] Wynn TA (2015). Type 2 cytokines: mechanisms and therapeutic strategies. Nat Rev Immunol.

[38] Baba T, Miyazaki D, Inata K, Uotani R, Miyake H, Sasaki SI, et al. Role of IL-4 in bone marrow driven dysregulated angiogenesis and age-related macular degeneration. eLife. 2020;9:e54257.10.7554/eLife.54257PMC720015532366355

[39] Wu WK, Georgiadis A, Copland DA, Liyanage S, Luhmann UF, Robbie SJ (2015). IL-4 regulates specific Arg-1(+) macrophage sFlt-1-mediated inhibition of angiogenesis. Am J Pathol.

[40] Bonnard B, Ibarrola J, Lima-Posada I, Fernández-Celis A, Durand M, Genty M, et al. Neutrophil gelatinase-associated lipocalin from macrophages plays a critical role in renal fibrosis via the CCL5 (chemokine ligand 5)-Th2 cells-IL4 (Interleukin 4) pathway. Hypertension. 2022;79:352–364.10.1161/HYPERTENSIONAHA.121.1771234794340

[41] Shinkai K, Mohrs M, Locksley RM (2002). Helper T cells regulate type-2 innate immunity in vivo. Nature..

[42] Sabin EA, Kopf MA, Pearce EJ (1996). Schistosoma mansoni egg-induced early IL-4 production is dependent upon IL-5 and eosinophils. The. J Exp Med.

[43] Schwarzer P, Kokona D, Ebneter A, Zinkernagel MS (2020). Effect of inhibition of colony-stimulating factor 1 receptor on choroidal neovascularization in mice. Am J Pathol.

[44] Potilinski MC, Tate PS, Lorenc VE, Gallo JE (2021). New insights into oxidative stress and immune mechanisms involved in age-related macular degeneration tackled by novel therapies. Neuropharmacology..

[45] Datta S, Cano M, Ebrahimi K, Wang L, Handa JT (2017). The impact of oxidative stress and inflammation on RPE degeneration in non-neovascular AMD. Prog Retinal Eye Res.

[46] Rath M, Muller I, Kropf P, Closs EI, Munder M (2014). Metabolism via arginase or nitric oxide synthase: two competing arginine pathways in macrophages. Front Immunol.

[47] Vats D, Mukundan L, Odegaard JI, Zhang L, Smith KL, Morel CR (2006). Oxidative metabolism and PGC-1beta attenuate macrophage-mediated inflammation. Cell Metab.

[48] Vomund S, Schäfer A, Parnham MJ, Brüne B, von Knethen A. Nrf2, the Master Regulator of Anti-Oxidative Responses. Int J Mol Sci. 2017;18:2772.10.3390/ijms18122772PMC575137029261130

[49] Yang Y, Ng TK, Ye C, Yip YW, Law K, Chan SO (2014). Assessing sodium iodate-induced outer retinal changes in rats using confocal scanning laser ophthalmoscopy and optical coherence tomography. Investig Ophthalmol Vis Sci.

[50] Kieseier BC, Wiendl H (2015). Nrf2 and beyond: deciphering the mode of action of fumarates in the inflamed central nervous system. Acta Neuropathol.

[51] Robledinos-Anton N, Fernandez-Gines R, Manda G, Cuadrado A (2019). Activators and inhibitors of NRF2: a review of their potential for clinical development. Oxid Med Cell Longev.

[52] Antes R, Ezra-Elia R, Weinberger D, Solomon A, Ofri R, Michaelson DM (2013). ApoE4 induces synaptic and ERG impairments in the retina of young targeted replacement apoE4 mice. PLoS ONE.

[53] Robson AG, Frishman LJ, Grigg J, Hamilton R, Jeffrey BG, Kondo M (2022). ISCEV Standard for full-field clinical electroretinography (2022 update). Doc Ophthalmol.

[54] Biel M, Seeliger M, Pfeifer A, Kohler K, Gerstner A, Ludwig A (1999). Selective loss of cone function in mice lacking the cyclic nucleotide-gated channel CNG3. Proc Natl Acad Sci USA.

[55] Albrecht NE, Alevy J, Jiang D, Burger CA, Liu BI, Li F (2018). Rapid and integrative discovery of retina regulatory molecules. Cell Rep.

[56] Mahato B, Kaya KD, Fan Y, Sumien N, Shetty RA, Zhang W (2020). Pharmacologic fibroblast reprogramming into photoreceptors restores vision. Nature..

[57] Dysli C, Enzmann V, Sznitman R, Zinkernagel MS (2015). Quantitative analysis of mouse retinal layers using automated segmentation of spectral domain optical coherence tomography images. Transl Vis Sci Technol.

[58] Dromel PC, Singh D, Andres E, Likes M, Kurisawa M, Alexander-Katz A (2021). A bioinspired gelatin-hyaluronic acid-based hybrid interpenetrating network for the enhancement of retinal ganglion cells replacement therapy. NPJ Regenerat Med.

[59] Knott EJ, Sheets KG, Zhou Y, Gordon WC, Bazan NG (2011). Spatial correlation of mouse photoreceptor-RPE thickness between SD-OCT and histology. Exp Eye Res.

[60] Zeng Y, Petralia RS, Vijayasarathy C, Wu Z, Hiriyanna S, Song H (2016). Retinal structure and gene therapy outcome in retinoschisin-deficient mice assessed by spectral-domain optical coherence tomography. Investig Ophthalmol Vis Sci.

[61] Xu H, Koch P, Chen M, Lau A, Reid DM, Forrester JV (2008). A clinical grading system for retinal inflammation in the chronic model of experimental autoimmune uveoretinitis using digital fundus images. Exp Eye Res.

[62] Huang Z, Zhou T, Sun X, Zheng Y, Cheng B, Li M (2018). Necroptosis in microglia contributes to neuroinflammation and retinal degeneration through TLR4 activation. Cell Death Differ.

[63] Zhou T, Liu Y, Yang Z, Ni B, Zhu X, Huang Z (2021). IL-17 signaling induces iNOS+ microglia activation in retinal vascular diseases. Glia.

[64] He C, Liu Y, Huang Z, Yang Z, Zhou T, Liu S, et al. A specific RIP3(+) subpopulation of microglia promotes retinopathy through a hypoxia-triggered necroptotic mechanism. Proc Natl Acad Sci USA. 2021;118:e2023290118.10.1073/pnas.2023290118PMC798036733836603

[65] Lai P, Chen X, Guo L, Wang Y, Liu X, Liu Y (2018). A potent immunomodulatory role of exosomes derived from mesenchymal stromal cells in preventing cGVHD. J Hematol Oncol.

How the deposited data were processed for this re-analysis (not part of the article)

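RNA-seq of the mouse RPE/choroid/sclera complex was analysed in 12 samples: 4 from PBS mice, 4 from NaIO_3_ mice and 4 from NaIO_3_ mice given IL-4. The conditions and replicate numbers were taken from the sample labels. The authors filtered the reads, aligned them to the mouse genome and deposited one table of raw counts per gene and sample, with no normalization. The values were whole numbers, and the column totals differed between samples. All 12 columns of samples were used. The paper's other experiments, such as qPCR, Western blot, Luminex, histology, electroretinography and cell culture, were not analysed here.

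The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. For each pair of groups, genes were filtered with filterByExpr, normalized by TMM and tested with edgeR's quasi-likelihood test in a fit of the 8 samples compared, with Benjamini-Hochberg adjustment over the genes tested. The call was an adjusted p under 0.05 and an absolute log2 fold change above 1, and for single genes in the axon and neurogenesis group the adjusted p alone was used. Standard errors are the log2 fold change divided by the square root of the F statistic. CPM in the text are TMM-normalized, and log2 CPM have a prior count of 1. Exact permutation tests of single genes are two-sided on log2 CPM, and 4 samples against 4 give no p under 0.0286. Correlations across 11 or 12 samples have 100000 permutations, and those across fewer samples or within groups are exact.

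Sets of genes were tested with limma's camera, with an inter-gene correlation of 0.01, or by Fisher's exact test where the question was which genes NaIO_3_ raised. There were 13 such lists, written by hand from general knowledge because the gene set files used in the paper were not analysed here, and 17 lists of marker genes of cell types and tissues. Genes named in the text are those the paper names for this experiment or measures by other means, and for each comparison the 5 with the largest rise and the 5 with the largest fall among the called genes with a gene symbol, a mean log2 CPM of at least 3 and no overlap between the groups. Other genes named, such as those of the sex chromosomes and single members of the lists, were chosen after their values were seen. Results of some single genes are not reported here. The samples, the designs, this rule and most alternatives were written before the data were examined, and the alternatives that were not are identified as such.

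The alternatives were DESeq2, the size factors of DESeq2 in edgeR (RLE), no filter on low counts, at least 10 counts in every sample, a fit of all 12 samples, the adjusted p alone, the replicate number as a block, each sample left out in turn, fry, camera with an estimated correlation, mouse Reactome sets, and for the correlations linear CPM, other sets of samples and deviations from group means. Other splits of the samples were run for each count of calls: 35 for 8 samples, and 50 drawn for the overlap of both comparisons.

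The steps were tested on simulated counts with the means and library sizes of the real samples, in which a seeded set of genes was changed. A gene counted as recovered or as a false call at an adjusted p under 0.05 alone, without the limit on the fold change. The edgeR test covered 18588 genes and recovered 114 of the 192 changed genes among them (59.4%), with 5 false calls. DESeq2 covered 17529 genes and recovered 138 of 184 (75.0%), with 28 false calls. Of the genes changed 4-fold, edgeR recovered 69 of 96 and DESeq2 78 of 93. Camera, camera with an estimated correlation and fry each recovered the raised list, and fry called 1 of 20 unchanged lists. With 4 samples per group, genes that changed modestly or 4-fold can thus be missed.

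Total counts per sample ran from 32818427 to 41147998. A gene with no count in a sample of this depth was treated as at most 3 counts, and folds against groups at or under 3 counts are lower bounds. These floors cover counting error only, since reads without molecular identifiers are not independent molecules. GC content, gene length, chromosome and position came from GENCODE M21 on GRCm38.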

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

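All tests of explanations in this part were chosen only after the results were seen.

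Single samples stood far from the rest of their group in 7 of the 187 groups of 4 samples examined by Dixon's ratio at its 95% limit, and chance alone gives 9.35 in so many. The ratio of the gap to the range was 0.913 for Angptl7 in NaIO_3_ + IL-4 replicate 1, 0.890 for Ifng in NaIO_3_ replicate 4, which had no count while the others had 0.294 to 0.409 CPM, and 0.941 for Rpe65 in NaIO_3_ replicate 2. PBS replicate 4 gave the other 4: 0.877 for Cd86 at 14.4 CPM against 7.42 to 8.05, 0.880 for Rab37 at 15.3 CPM against 24.6 to 26.3, 0.954 for Rgr at 7151 CPM, and 1 for Klf14, where it alone had counts, at 0.306 CPM. The total of PBS replicate 4, 34299333 counts, lay within the range of its group. Since the number is below that given by chance, no technical or biological explanation was tested.

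Xist, which the paper does not discuss, had a log2 fold change of -11.71 in NaIO_3_ + IL-4 against NaIO_3_, and the Y-linked Ddx3y had at least 78.6 CPM in each NaIO_3_ + IL-4 sample, where all PBS and NaIO_3_ samples had at most 3.15 CPM. The Y-linked genes Kdm5d and Uty had 38.0 and 26.5 CPM on average in NaIO_3_ + IL-4 and at most 0.560 CPM in any other sample. A candidate explanation is that the NaIO_3_ + IL-4 samples came from male mice and the PBS and NaIO_3_ samples from female mice. If so, genes that escape X inactivation would be lower in NaIO_3_ + IL-4. The median log2 fold change of 4 such genes was -0.48, with Kdm6a (-1.05) and Ddx3x (-0.58) past an adjusted p of 0.05 in edgeR's quasi-likelihood test and Eif2s3x (-0.37) and Kdm5c (-0.26) not, while the other 620 X-linked genes had a median of -0.16 and the 4 genes had -0.21 in NaIO_3_ against PBS. These 4 genes go unequally far, so on their own they do not decide it. The Y-linked genes and Xist do show that the NaIO_3_ + IL-4 RNA came from male tissue. By the same genes, the RNA of the PBS and NaIO_3_ samples came almost wholly from female tissue. Whether a set of samples was mislabelled was not tested. The paper describes the mice as matched for sex, and the labels give no sex.

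Of the genes called between NaIO_3_ + IL-4 and NaIO_3_, 1072 were autosomal. No group held samples both with and without Xist, so for these genes an effect of IL-4 and a difference in sex cannot be told apart. Xist did not differ between NaIO_3_ and PBS (log2 fold change 0.04, adjusted p = 0.935 from edgeR's quasi-likelihood test). That comparison thus does not divide samples with Xist from samples without it. A trace of Y-linked RNA was present in NaIO_3_ replicates 1 and 3, with 103 and 55 counts of Ddx3y. Replicates 2 and 4 had 0 and 1, and PBS samples at most 9. The source of this trace was not tested.

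Some marker lists of cell types that the paper does not discuss had other levels in NaIO_3_ + IL-4 than in NaIO_3_. The T or NK cell list (24 genes, 9 of them above 1 CPM in PBS, 6 also in the lists of inflammation genes) had a median log2 fold change of -1.10, with all 24 genes lower. Its most abundant genes were Cd4, at 18.1 CPM in NaIO_3_ and 10.2 CPM with IL-4, Ccl5, at 12.8 and 5.99, and Klrk1, at 14.2 and 4.12. The monocyte list (10 genes, 9 above 1 CPM in PBS, 3 in the inflammation lists) had -1.09, but its most abundant genes moved apart, with Plac8 at 122 CPM in NaIO_3_ and 18.9 CPM with IL-4 and Fn1 at 428 and 923 CPM. The eosinophil or mast cell list (16 genes, 7 above 1 CPM in PBS, 1 in another marker list and 4 in the inflammation lists) had -0.65 over the 10 genes tested, all lower, with Kit at 50.7 and 43.2 CPM, Cma1 at 16.1 and 7.82 and Cpa3 at 17.3 and 6.85. The fibroblast or sclera list (18 genes, all above 1 CPM in PBS) had 0.47, with 12 genes higher and 6 lower. Col1a1 went from 2315 to 5716 CPM and Col1a2 from 2742 to 4805, while Dcn, as abundant, went from 3660 to 3410 CPM. The lists were picked for a camera adjusted p under 0.05 and for samples that did not overlap. Yet camera gave as small a p in 5 of the 35 splits of the samples for the T or NK cell list, in 4 for the monocyte list, in 6 for the eosinophil or mast cell list and in 12 for the fibroblast list, and with an estimated correlation their adjusted p were 0.605, 0.685, 0.605 and 0.685. Fry, which tests a list without reference to other genes, gave adjusted p of 0.00957, 0.0203, 0.00957 and 0.115 in the same order. For each list fry gave as small a p in 1 of the 35 splits, the real one. These fry results are on lists picked for the separation of their samples. The set tests thus disagree on the T or NK cell, monocyte and eosinophil or mast cell lists, and for the fibroblast list only camera at the preset correlation passed 0.05 after adjustment.

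Depth and GC content are not the whole cause of the genes called, since at equal totals 1098 genes were called between NaIO_3_ + IL-4 and NaIO_3_, and after the trends with GC content and gene length were removed 839 were called, of which 743 were among the 1129. The correlation of the fold changes with GC content across genes was 0.39, so part of the calls may follow GC content. Fewer T or NK cells, or less expression of their genes, with IL-4 is a hypothesis that these lists cannot separate from a difference in sex, and a share of cells was not measured.

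Between NaIO_3_ and PBS, the neutrophil list (14 genes, 7 above 1 CPM in PBS, 3 in the inflammation lists) had a median log2 fold change of 2.50 over 10 genes, 8 of them higher, with Csf3r at 8.50 CPM in PBS and 44.5 in NaIO_3_, Mmp9 at 1.46 and 11.0 and Lcn2 at 2.82 and 17.5. The T or NK cell list had 2.57, with all 23 genes tested higher, although Cd4, at 15.8 CPM in PBS, changed little. The eosinophil or mast cell list had 1.25 over 9 genes, 6 of them higher. Its most abundant gene, Kit, did not rise, with 54.6 CPM in PBS and 50.7 CPM in NaIO_3_. Cma1 stood at 4.50 and 16.1 CPM and Cpa3 at 2.26 and 17.3 CPM. The melanocyte list (12 genes, all above 1 CPM in PBS, 1 also in another marker list and 1 in the inflammation lists) had -0.22, with 10 genes lower. Dct went from 3588 to 3090 CPM, Tyrp1 from 2918 to 2606 and Pmel from 2349 to 1611. These lists were picked in the same way. Camera gave as small a p in 1 of the 35 splits, the real one, for the neutrophil, T or NK cell and eosinophil or mast cell lists, which had an adjusted p of 0.0910 each with an estimated correlation. Under fry their adjusted p were 0.000265, 0.000455 and 0.000265, and only the real split gave as small a p. For the melanocyte list camera gave as small a p in 8 of 35 splits, and fry in 2. Its adjusted p was 0.421 with an estimated correlation and 0.0115 under fry, so the set tests disagree on its fall. At equal totals 1871 genes were called in this comparison, and 1840 after the trends with GC content and length were removed, of which 1669 were among the 1877, so depth and GC content are not the whole cause. Infiltration by leukocytes after NaIO_3_ is a candidate explanation that the bulk samples do not test against a rise of these genes in resident cells.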

How the results depend on the processing

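The test chosen only after the results were seen was DESeq2 at an unadjusted p under 0.05, together with the runs without sex-chromosome genes, the limit on the fold change for the genes of Fig. 3A, the alternatives of the overlap, the choice of 8 samples for Hmox1 and the p-values without the 2 samples farthest from the median of Il4ra.

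Between NaIO_3_ + IL-4 and NaIO_3_, 1129 genes were called (468 raised, 661 lowered). DESeq2 called 1711 (744 raised, 967 lowered), the adjusted p alone 4113 (1722 raised, 2391 lowered), and DESeq2 with an unadjusted p under 0.05 and no limit on the fold change 7685 (3585 raised, 4100 lowered). RLE size factors gave 1130, no filter 1137, at least 10 counts in every sample 892, all 12 samples in the fit 1177 and the genes outside the X and Y chromosomes 1086. Across the 8 fits that each left out 1 sample the number ran from 810 to 1521, the raised genes from 305 (without NaIO_3_ + IL-4 replicate 2) to 801 (without NaIO_3_ replicate 1) and the lowered genes from 466 to 720. Dropping the limit on the fold change raises the count by construction. For the other shifts the cause was not tested.

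Between NaIO_3_ and PBS, 1877 genes were called (1057 raised, 820 lowered), and the adjusted p alone gave 3566 (1746 raised, 1820 lowered). The other alternatives ran from 1503 to 2357, and those that left out 1 sample from 1540 to 2035. All 3 lists of cytokine, receptor and chemokine genes passed under each alternative run.

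Same-numbered samples share only a number, since their deviations from the group means correlated at -0.24, 0.10, -0.19 and 0.04 in NaIO_3_ + IL-4 and NaIO_3_ and at -0.33, -0.19, -0.12 and 0.08 in NaIO_3_ and PBS. With the replicate number as a block, 770 genes were called between NaIO_3_ + IL-4 and NaIO_3_ (304 raised, 466 lowered), and 1503 between NaIO_3_ and PBS. Of the 7 axon and neurogenesis genes, 2 were raised with the block. There were 149 genes raised in NaIO_3_ against PBS and lowered in NaIO_3_ + IL-4 against NaIO_3_. The log2 fold change of Slco1c1 with IL-4 was -0.011. The block left the 14 genes of Fig. 3A and the 8 gene sets on their side of the threshold.

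At an adjusted p under 0.05, the 14 lowered genes of Fig. 3A were 14 with DESeq2, RLE size factors, no filter, all 12 samples in the fit, the block and each sample left out. With the limit on the fold change they were 13 without NaIO_3_ replicate 4 or without NaIO_3_ + IL-4 replicate 3, which put Aif1 within the limit, and 14 in the other fits. Of the axon and neurogenesis genes, 4 were raised, and 2 to 5 across the 8 fits that each left out 1 sample. The axon list kept its median of 0.28 with an estimated correlation but not its significance (adjusted p = 0.265), and the Reactome set in its place had a median of 0.10 (adjusted p = 0.117), while the adjusted p over the alternatives run for it ran from 0.000748 to 0.265. The 8 inflammation lists were 8 under fry, RLE size factors, the block, each sample left out and the genes outside the X and Y chromosomes. An estimated correlation left 0 of 8, with 5 at an unadjusted p under 0.05, and 5 Reactome sets, which cover 6 of the lists, were all lower, with medians from -0.89 to -0.20. The smallest change was that of the Reactome set for IFN-α/β signaling, with a median of -0.20 over 12 genes, 8 of them lower (camera adjusted p = 0.00576), against -2.45 for the list written by hand. The other filters and the fit of all 12 samples were not run for the lists. The correlation of Il4ra with Hmox1 over 8 samples ran from 0.60 to 0.96 with 1 sample left out and was 0.25 (exact permutation p = 0.608) without the 2 samples farthest from the median of Il4ra. That with Nfe2l2 rose from 0.30 to 0.64 (permutation p = 0.0478, unadjusted) without the 2 farthest of the 12 samples, PBS replicates 3 and 4. That with Arg1 was -0.12 for deviations from the group means. The causes were not tested.

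Changes near 0 switched sign when 1 sample was left out, and none of them passed an adjusted p of 0.05 in any fit. With IL-4 the log2 fold change of Foxm1 ran from -0.17 to 0.10, of Hmox1 from -0.011 to 0.18, of Il4ra from -0.14 to 0.064, of Nos2 from -0.19 to 0.28 and of Slco1c1 from -0.31 to 0.36, and the median of the Nrf2 target list ran from -0.024 to 0.16. In NaIO_3_ against PBS, Il4 ran from -0.028 to 0.35 and Nos2 from -0.0068 to 0.34. Each other result for a single gene or list was compared with each alternative run for it, and of these comparisons 98 were weaker, 20 stronger and 1403 on the same side of the threshold.

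The depth limits the genes with few counts. Il1f5, Klf14, Drd5, Ifnk, Igfbpl1, Csf3 and Il10 were below the filter in both comparisons, and no fold change is given for them beyond a lower bound.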

Differences from the paper's values

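No test of a cause is reported here, and the settings chosen after the values were seen are identified where they are given.

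Between NaIO_3_ + IL-4 and NaIO_3_, 1129 genes were called against the paper's 7663, with 468 upregulated against the paper's 3567 and 661 down-regulated against the paper's 4096. None of the alternatives set before the data were examined closed the gap: DESeq2 with the paper's limits gave 1711 and the adjusted p without a limit on the fold change gave 4113. DESeq2 at an unadjusted p under 0.05 with no limit on the fold change gave 7685 genes, 3585 up and 4100 down, a setting chosen after seeing the values from 20 combinations looked at for this comparison (60 over all comparisons). The paper's methods give limits on the adjusted p and the fold change.

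The paper names Cxcr2 among the genes that fall with IL-4. Its log2 fold change was -0.83 with an adjusted p of 0.335 in edgeR, and no alternative run brought the adjusted p under 0.05. The paper names Il1f5, Klf14, Drd5 and Ifnk as upregulated. They were below the filter in edgeR. DESeq2 gave Il1f5 an adjusted p of 0.0403 and, of the gene shown in the figure only, Igfbpl1 one of 0.0230, and gave 0.114 for Klf14, 0.169 for Ifnk and 0.185 for Drd5. The paper lists Serpine2 with the genes enriched after IL-4, and here its log2 fold change was -0.68. For Ntn1 and Wnt2, listed there too, the adjusted p was 0.0771 and 0.156 in edgeR. That of Ntn1 was 0.0483 without NaIO_3_ replicate 2, and none was under 0.05 for Wnt2.

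The paper states a positive correlation of IL-4Rα with Nrf2 and Arg1. Pearson's r over the 12 samples was 0.30 (permutation p = 0.341) and 0.25 (permutation p = 0.446), and for Arg1 it was -0.12 for deviations from the group means. Without the 2 samples farthest from the median of Il4ra, an alternative whose p was computed after the values were seen, r for Nrf2 was 0.64 (permutation p = 0.0478, unadjusted), with a Spearman's rho of 0.56 (permutation p = 0.0973). Over the 8 samples from NaIO_3_-injected mice r was 0.59 for Nrf2 (exact permutation p = 0.121) and 0.08 for Arg1 (exact permutation p = 0.856). No other alternative run gave Nrf2 a p under 0.05, and none gave Arg1 one. The paper's plot of these genes (Fig. 3C) shows the NaIO_3_ sectors as the smallest and the thickest Arg1 ribbon at an NaIO_3_ + IL-4 sample. In the deposited counts the 6 genes of the plot summed to 226 to 246 CPM in PBS, 278 to 368 CPM in NaIO_3_ and 248 to 316 CPM in NaIO_3_ + IL-4, and Arg1 was highest in NaIO_3_ replicate 1, at 51.3 CPM.

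The paper describes the mice as matched for sex, while Xist averaged 976 CPM in NaIO_3_ and 0.302 CPM in NaIO_3_ + IL-4. The legend of Fig. 3 gives 3 replicates, while 4 samples per group were deposited.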

Other observations

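Apart from the test of surface epithelium, all tests in this part were chosen only after the result was seen.

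Other splits of the samples into groups of the same size were run for each count. For the 1129 genes called between NaIO_3_ + IL-4 and NaIO_3_, 1 of the 35 splits gave as many, the real one. The other 34 gave 0 genes, with 56 to 3353 genes at an unadjusted p under 0.05 against 6740. For NaIO_3_ against PBS it was also 1 of 35, and the other 34 gave 0 genes, with 80 to 3109 at an unadjusted p under 0.05 against 6037. It was 1 of 35 for the 14 genes of Fig. 3A and for the 4 axon and neurogenesis genes. The 3 lists of cytokine, receptor and chemokine genes also had 1 of 35. It was 1 of 50 for the 244 genes raised in NaIO_3_ against PBS and lowered in NaIO_3_ + IL-4 against NaIO_3_. As the other splits of 8 samples called 0 genes, these further counts of single genes and cytokine lists add little to that, and the study chose the genes of Fig. 3A on the same samples. These splits do not test the sharing of the NaIO_3_ samples. In 20 simulations the fold changes with IL-4 were given to other genes of like abundance. The shared samples there gave 97 to 131 such genes, where 71.6 on average were expected by chance, so sharing raises the number. More genes were raised by NaIO_3_ in these simulations than in the data, 1577 on average against 1057. Each gene was also drawn on its own. Deviations common to many genes of a sample were thus left out, and the simulations cannot bound how much of the 244 comes from sharing. For the 8 inflammation lists tested with camera, 10 of 35 splits gave as many lists, a number that cannot exceed 8. By the mean of -log10 p, signed by direction, over the 8 lists it was 1 of 35, the real one, with 12.1 against at most 9.17 in the others. For the lists singly, 1 of 35 splits gave as small a p for IFN-β, IFN-γ and MHC class I, 2 for antigen processing, chemokines and NAD ADP-ribosyltransferase activity, 5 for IL-23 and 6 for chemokine receptors, and for the axon list it was 11 of 35. The test of the axon list, and singly those of IL-23 and chemokine receptors, thus did not set the real grouping apart from others.

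More genes were detected in NaIO_3_ + IL-4, 26155 to 26996 per sample against 23657 to 24434 in the other groups. Drawn down to equal totals, the lowest NaIO_3_ + IL-4 sample had 25693 genes and the highest other sample 24390, so depth is not the cause. The share of counts on ribosomal RNA genes was 0.258 to 0.348% in NaIO_3_ + IL-4 and 0.558 to 1.21% elsewhere, and processed pseudogenes had a median log2 fold change of -0.66 with IL-4 (177 of 769 lowered) and 0.66 in NaIO_3_ against PBS. Among the genes called with IL-4, antisense genes were mostly raised (51 raised, 9 lowered), as were long intergenic RNA genes (36 raised, 10 lowered). A difference in library preparation between the groups stays open, as the labels name no batch.

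Unequal carry-over of other tissue was tested with marker lists. The skeletal muscle list (25 genes, 23 above 1 CPM in PBS, 1 in another list) had a median log2 fold change of 0.83 with IL-4, and the samples of the groups overlapped (exact permutation p = 0.400). Acta1 stood at 387 CPM in NaIO_3_ and 257 CPM with IL-4, Atp2a1 at 302 and 353, and Myh4 at 183 and 375. The photoreceptor list (24 genes, 23 above 1 CPM in PBS, none in another list) had 0.77 in NaIO_3_ against PBS, and the samples overlapped there too (exact permutation p = 0.543). Gnb1 stood at 669 CPM in PBS and 772 CPM in NaIO_3_, and Gnat1 at 323 and 779. With the muscle score of each sample as a covariate, which 121 genes followed at an adjusted p under 0.05, 21 of the 23 tested muscle genes among them, 1018 genes were called with IL-4. With the photoreceptor score, which 198 genes followed, 22 of 23 list genes among them, 1986 were called in NaIO_3_ against PBS. Carry-over of muscle is thus not the whole cause of the genes called with IL-4. Nor is carry-over of photoreceptors the whole cause of those called in NaIO_3_ against PBS. The photoreceptor score was not run with IL-4, where the list had a median of 0.71, with 22 genes higher and 1 lower. The samples of the groups overlapped there (exact permutation p = 0.457). The highest photoreceptor score was that of NaIO_3_ replicate 1, 7.14 against 3.63 to 4.85 in the other NaIO_3_ samples, and NaIO_3_ + IL-4 replicate 3 had 6.92. Carry-over of neural retina may thus bear on fits that leave out NaIO_3_ replicate 1, which was not tested.

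Il1f5, Klf14 and Ifnk are few-count genes that may come from surface epithelium taken along in the dissection. The epidermal or conjunctival list (37 genes, 29 above 1 CPM in PBS, none in another marker list, 1 in the inflammation lists) had a median log2 fold change of 0.63 with IL-4 over 33 genes, 29 of them higher (exact permutation p = 0.314). Krt15 stood at 292 CPM in NaIO_3_ and 448 CPM with IL-4, Krt5 at 186 and 396 and Perp at 225 and 173. Over the 8 samples the rank correlation of the list with the 3 genes was 0.39, and the genes together had 0 to 2 counts per sample in NaIO_3_ and 4 to 30 with IL-4. At so few counts, epithelium and a response to IL-4 cannot be told apart.

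The interferon response genes were lower with IL-4 than in PBS mice, which had no NaIO_3_. Against PBS, the log2 fold changes were -4.05 for Ifi44, -4.04 for Ifit1 and -3.36 for Ccl8, with 18642 genes tested and 2471 called (1510 raised, 961 lowered). The IFN-β list had a median of -2.29 against PBS, and in NaIO_3_ against PBS it had 0.05. Fewer macrophages than in PBS is not the cause, since the macrophage or microglia list (20 genes, all above 1 CPM in PBS, none in another marker list, 7 in the inflammation lists) had a median of 1.62 in NaIO_3_ + IL-4 against PBS, with Lyz2 at 363 CPM in PBS and 2142 CPM with IL-4, Mpeg1 at 175 and 723 and Ctss at 179 and 510. A suppression by IL-4, a lower baseline in other animals and a difference in sex stay open, and none of them was tested.

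The RPE list had a median log2 fold change of -3.62 in NaIO_3_ against PBS and 0.45 in NaIO_3_ + IL-4 against NaIO_3_, where the samples overlapped (exact permutation p = 0.143). Lrat rose with IL-4 by 1.72 on the log2 scale (adjusted p = 0.0167 from edgeR's quasi-likelihood test). It reached 95.8 CPM, from 28.4 CPM in NaIO_3_, and stayed far below the 1722 CPM of PBS. The RPE list also stayed low, with a median log2 fold change of -3.12 in NaIO_3_ + IL-4 against PBS. The samples of those groups did not overlap (exact permutation p = 0.0286).

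Genes that the paper measured by qPCR or as proteins in other samples had these values in the RNA-seq. Those that did not change in the direction of the paper's qPCR with IL-4, and Il4, are named among the differences above. Nfkb1 and Keap1 are given with them, although the paper's text does not name these 2 among the genes so measured. In NaIO_3_ against PBS, the log2 fold change of Il4 was 0.13 (adjusted p = 0.801 from edgeR's quasi-likelihood test), of Il4ra 0.74 (0.00846), of Hmox1 0.95 (0.00259), of Nqo1 -2.00 (0.000235), of Foxm1 1.01 (0.0146), of Gpx1 0.56 (0.00723), of Nfkb1 0.49 (0.00861), of Ccl2 1.28 (0.00332), of Cxcr2 2.58 (0.00269), of Cxcl10 0.75 (0.102), of Cxcl1 0.42 (0.547), of Tnf 0.44 (0.460) and of Nos2 0.21 (0.620). With IL-4 against NaIO_3_, Il4ra had -0.07 (adjusted p = 0.764 from the same edgeR test), Hmox1 0.04 (0.859), Nqo1 0.34 (0.389), Foxm1 -0.06 (0.867), Nos2 0.05 (0.918), Ccl2 -1.79 (0.00185), Tnf -1.15 (0.0442), Keap1 0.46 (0.0247), Gpx1 -0.42 (0.0351) and Nfe2l2 -0.40 (0.0425). In Nfe2l2 the adjusted p rose above 0.05 in 7 of 8 fits that each left out 1 sample, in Gpx1 in 6, in Tnf in 5 and in Keap1 in 4.

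Arg1 was at 4.70 ± 1.34 CPM in PBS, 24.2 ± 20.9 CPM in NaIO_3_ and 4.60 ± 2.49 CPM in NaIO_3_ + IL-4 (SD, n = 4). Its log2 fold change was 2.36 in NaIO_3_ against PBS (adjusted p = 0.0283 from edgeR's quasi-likelihood test) and -2.41 with IL-4 (adjusted p = 0.0389 from the same test), and in 6 of the 8 fits of each comparison that left out 1 sample the adjusted p rose above 0.05. NaIO_3_ replicate 1 had 51.3 CPM and NaIO_3_ replicate 2 had 4.11 CPM. A list of macrophage genes that respond to IL-4 had a median log2 fold change of -0.24 with IL-4. Lists of cytokine activity and immune receptor activity had -0.28 and -0.25.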
